# Polyphenols from olive mill waste affect biofilm formation and motility in *Escherichia coli* K-12

**DOI:** 10.1111/1751-7915.12119

**Published:** 2014-03-15

**Authors:** Lisa Carraro, Luca Fasolato, Filomena Montemurro, Maria Elena Martino, Stefania Balzan, Maurizio Servili, Enrico Novelli, Barbara Cardazzo

## Abstract

Olive mill wastes are sources of phenolic compounds with a wide array of biological activities, including antimicrobial effects. A potential option for bioremediation to overcome ecological problems is the reutilization of these natural compounds in food production. The aim of this work was to gain a better understanding of the antimicrobial mode of action of a phenols extract from olive vegetation water (PEOVW) at molecular level by studying *Escherichia coli* as a model microorganism. Genome-wide transcriptional analysis was performed on *E. coli* K-12 exposed to PEOVW. The repression of genes for flagellar synthesis and the involvement of genes linked to biofilm formation and stress response were observed. Sub-inhibitory concentrations of PEOVW significantly decreased biofilm formation, swarming and swimming motility, thus confirming the gene expression data. This study provides interesting insights on the molecular action of PEOVW on *E. coli* K-12. Given these anti-biofilm properties and considering that biofilm formation is a serious problem for the food industry and human health, PEOVW has proved to be a high-value natural product.

Olive mill wastes are sources of phenolic compounds with a wide array of biological activities, including antimicrobial effects. Genome-wide transcriptional analysis was performed on E. coli K-12 exposed to phenols extract from olive vegetation water (PEOVW). Sub-inhibitory concentrations of PEOVW significantly decreased biofilm formation, swarming and swimming motility. Given these anti-biofilm properties PEOVW has proved to be a high-value natural product.

## Introduction

In recent years, researchers have become increasingly interested in phenolic compounds (from fruits, vegetables, cereals, herbs and spices) due to the growing evidence for their beneficial effects on human health. In addition to their antioxidant properties, several studies have shown that phenolic compounds also have antimicrobial properties (Mandalari *et al*., 2007; Rodríguez *et al*., 2009; D'Archivio *et al*., 2010).

The fruit, leaves and oil from olives (*Olea europaea*) have all attracted considerable attention as sources of biophenols with a wide array of biological activities, including the ability to inhibit or delay the growth of a range of bacteria and fungi (Karaosmanoglu *et al*., 2010). The glucosidic forms of oleuropein, demethyloleuropein, ligstroside and nuzhenide are phenolic compounds present in olive drupes. After the mechanical extraction processes, olive vegetation water (OVW) contains several aglyconic derivatives: the dialdheydic form of decarboxymethyl elenolic acid linked to 3,4-DHPEA or p-HPEA (3,4-DHPEA-EDA or p-HPEA-EDA); the isomer of oleuropein aglycon (3,4-DHPEA-EA); and the lygstroside aglycon (p-HPEA-EA). The hydroxycinnamic acid derivative verbascoside, which has antioxidant activity, is also found in OVW (Servili *et al*., 2004). It is estimated that the OVW produced by the olive industry may contain 0.5–24 g l^−1^ of total phenolic compounds (Niaounakis and Halvadakis, 2006). According to the Food and Agriculture Organization of the United Nations, 2.7 million tons of olive oil are produced annually worldwide, 76% of which are produced in Europe (Morillo *et al*., 2009). The large amount of OVW byproducts is harmful to the environment due to the presence of phenolic compounds, which make OVW resistant to biological degradation and capable of inhibiting microbial growth. The development of new bioremediation strategies is currently needed to overcome this ecological problem (Roig *et al*., 2006; Rodríguez *et al*., 2009). The development of industries producing useful value-added products will alter the mindset for dealing with OVW from one that is focused on its deleterious (toxic) properties to one that emphasizes its beneficial qualities and realizes its economic benefit. For example, phenolic compounds recovered from OVW could have a potential use in food preservation and could be beneficial to the growing interest of food industries in finding high quality products with natural compounds that exhibit antioxidant and antimicrobial activity (Mandalari *et al*., 2007). Phenolics can enhance the consumer acceptability, palatability, stability and shelf life of food products (Saha *et al*., 2010). Further research into their antimicrobial activity and a better understanding of their mode of action are required in order to evaluate their usefulness in extending the shelf life of foods (Suppakul *et al*., 2003).

Our study is based on a phenols extract from olive vegetation water (PEOVW) proposed as ingredient in food manufacture. Servili and colleagues presented a functional milk beverage fortified with this extract (Servili *et al*., 2011). We evaluated the molecular effects of PEOVW on *E. coli* K-12 as a model microorganism using a DNA microarray approach. We focused on the crude polyphenol extract and not in the separated aglyconic derivatives as we are not interested in the single molecules effects on *E. coli* K-12 but rather in the effects caused by the use of the whole mixture as food ingredient. The DNA microarray is a powerful tool for the investigation of various aspects of prokaryotic biology because it allows for the simultaneous monitoring of the expression of all genes (Ehrenreich, 2006).

## Results and discussion

This study was designed to investigate the primary inhibitory effects of an olive vegetation water phenolic extract on the *E. coli* K-12 transcriptome in order to understand its mode of action at molecular level. Only few gene expression studies about the impact of polyphenols on bacteria are present in literature (Lee *et al*., 2009; Reverón *et al*., 2012). The model organism, *E. coli* K-12, was chosen because it has been intensively investigated in relation to different stress responses (Jozefczuk *et al*., 2010) and a large body of gene expression data is available in the literature, allowing for a better understanding of the results.

The tested concentration (1 mg ml^−1^) was established by investigating the PEOVW inhibitory effects on *E. coli* K-12 growth. The chosen concentration (1 mg ml^−1^) was lower than the MIC_90_ (6 mg ml^−1^) and showed a well-defined inhibitory effect shortly after treatment with PEOVW during logarithmic growth but it did not affect *E. coli* growth on Louria-Bertani (LB broth, Sigma-Aldrich) plates after 24 h. Three groups of samples were considered: P group (cultures with PEOVW diluted in ethanol); E group (cultures with ethanol alone); and C group (control cultures). The growth kinetics for each culture were measured in this study until the stationary phase. While an inhibition of growth was observed for bacteria that were grown in the presence of 1 mg ml^−1^ PEOVW, ethanol did not affect bacterial growth (Supporting Information Fig. S1). The cultures were sampled at the time of treatment (t_1_) and 20 (t_2_) and 40 min (t_3_) after treatment. 

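Each microarray was hybridised with the Cy3-labelled RNA of 1 culture at 1 time point, and the brightness of a spot measures the transcript its probe binds. Group P received the phenols extract from olive vegetation water (PEOVW) dissolved in ethanol, group E the same volume of ethanol solution and group C the same volume of LB broth, with 3 cultures per group. The arrays held 15744 spots, of which 11494 were not controls. These carried 10691 different probes for 9365 gene names, and 4355 of the names are in the table of *E. coli* K-12 genes used here, so that the array also held genes of other *E. coli* strains. The authors read the spot intensities with Feature Extraction, which subtracts the background, then filtered the spots and quantile normalized the intensities with limma. Here the background-subtracted intensity of each spot was put on the log2 scale and quantile normalized over the 27 arrays. Control spots and spots marked as outliers were left out, and the spots of a probe and then the probes of a gene name were averaged. At each time point a probe was kept where it was well above background on all 3 arrays of at least 1 group. Between 47.4% and 72.4% of the spots of an array were well above background, with a median of 53.5% in group C, 56.1% in group E and 54.4% in group P. The median signal of an array ran from 9.41 to 79.7 intensity units, with a median of 11.1 in group C, 17.8 in group E and 16.0 in group P, and the highest value belonged to replicate A of group C at t_1_. Replicate arrays of the same group and time point had a median Pearson correlation of 0.983 across genes, which are not independent replicates, and the lowest of the 27 such pairs was 0.897. Group P (n = 3) was compared with group C + E (n = 6) at each time point with the moderated test of limma, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference. The number of arrays limits the precision. The median standard error of a log2 fold change was 0.26 at t_1_, 0.17 at t_2_ and 0.12 at t_3_. Quantile normalization gives every array the same distribution of intensities, so that each change is relative to the other genes. Upregulated and downregulated mean higher and lower in group P than in group C + E at the same time point, not a change over time. The median log2 fold change of all genes was -0.03 at t_1_, -0.10 at t_2_ and 0.01 at t_3_. It was -0.01, 0.09 and 0.11 with arrays scaled to their 75th percentile, and -1.75, -0.89 and -1.54 with arrays scaled to the control RNA spiked into every sample. Under the spike-in scaling the fold changes of 45 of the 88 named genes tested turned sign at t_1_, 5 of 89 at t_2_ and 13 of 85 at t_3_. The spike-in signal itself ranged over 0.85 to 2.86 log2 units between replicate arrays. Group P differed in it from group E by 1.89, 0.16 and -0.05 at t_1_, t_2_ and t_3_, and group E from group C by 2.50 at t_3_. A turn of sign under this scaling can therefore come from an uneven spike-in and is not shown to come from PEOVW.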

The samples were processed, and a total of 27 microarray experiments (three biological replicates for each group for each time point) were carried out. The normalized data were interpreted using different bioinformatic approaches. The results of hierarchical cluster analysis based on the entire transcriptome profiles of all samples and performed with tmev software (Boston, MA, USA) show 3 principal clusters (Supporting Information Fig. S2). One cluster is composed by group P (cultures + PEOVW) after 20 (t_2_) and 40 min (t_3_) of treatment. A second cluster is group C (control cultures) and group E (cultures + ethanol) together at t_2_ and t_3_. 

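Over the 6210 probes well above background on all 3 arrays of at least 1 group and time point, the 27 arrays were clustered by 1 minus the Pearson correlation with average linkage, and the tree was divided into 3 clusters. The largest held the 6 arrays of group P at t_2_ and t_3_ together with 8 of the arrays of t_1_. Another held the 12 arrays of groups C and E at t_2_ and t_3_. Replicate A of group C at t_1_ was alone in the remaining cluster. Against a division into group P at t_2_ and t_3_, groups C and E at t_2_ and t_3_ and all groups at t_1_, 20 of the 27 arrays fell in their own cluster. With that replicate left out, this held for all the other 26 arrays. All 27 arrays fell in their own cluster with the normexp background correction and when only probes well above background on every array were used, and 13 did when no probe was left out.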

The last cluster includes the C, E and P group cultures at time t_1_. Two class significance analysis of microarrays (SAM) analyses were performed to identify differences in gene expression between the experimental conditions with a threshold value of at least twofold and a false discovery rate (FDR) < 5%. 

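Groups E and C, with 3 arrays each, were compared at each time point with limma at the same thresholds. At t_1_ 3 of 4847 genes were called, at t_2_ 0 of 4793 and at t_3_ 0 of 5177. Without adjustment, 175, 366 and 390 genes had p under 0.05. SAM with a 2-fold minimum and an FDR under 5% called 9, 1 and 0 genes. The 3 genes at t_1_, chosen after their values were seen, were *Z2119* (log2 fold change 3.77), *ECs0876* (3.39) and *xisN* (2.84), each higher in group E at an adjusted p of 0.0472. None of them has a K-12 name, and the spread of each between replicate arrays was at or above the 98.3rd percentile of the genes. Among the alternatives, the spike-in scaling moved the comparison most, with 5150 genes lower in group E at t_3_. At t_1_ the count was 0 with the 75th percentile scaling, with the spike-in scaling and with the authors' normalized values. It was also 0 with the replicate letter or the slide as a block. It was 1 without replicate B of group C, and 0 without any other replicate of groups C and E. At t_2_ and t_3_ leaving out a replicate gave at most 1 and 2 genes. With 3 arrays against 3, an exact permutation test of a single gene cannot give a p below 0.1.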

The data from groups C and E were subjected to SAM analyses, and no genes were found to be differentially expressed between the two experimental conditions at t_1_, t_2_ or t_3_. These results show that ethanol did not affect gene expression, and for this reason, the replicates of groups C and E were considered to be control groups in subsequent statistical analyses. A Venn diagram of the differentially expressed genes in group P comparing the number of genes detected in t_1_ with the number of genes detected at t_2_ and t_3_ is shown in Supporting Information Fig. S3. 

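With limma, 1646 genes were differentially expressed between group P and group C + E at 1 or more of the time points. Of these, 26 were called at t_1_ alone, 395 at t_2_ alone and 491 at t_3_ alone. Time points t_1_ and t_2_ shared 100 genes, 98 of them changed in the same direction, and t_1_ and t_3_ shared 71, with 69 in the same direction. The largest overlap was that of t_2_ and t_3_, with 695 genes, of which 690 changed in the same direction. Called at every time point were 66 genes, and 65 of these kept their direction. Each time point was compared with its own 6 arrays of groups C and E, which came from the same 6 cultures.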

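At t_1_, 131 of the genes tested were differentially expressed in group P, 105 of them upregulated and 26 downregulated. Without adjustment, 965 genes had p under 0.05. SAM called 148 genes, 115 of which limma also called. Of the alternatives, the spike-in scaling moved the count most, to 3219 genes, of which 3205 were downregulated and 14 upregulated. The count was 56 with the slide as a block, 18 against group C alone and 146 against group E alone. Leaving out 1 culture at a time gave from 53 genes, without replicate C of group P, to 200, without replicate A of group C.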

Comparing group P with group C + E, SAM found that 91 genes were responsive to the PEOVW extract at t_1_. Interestingly, this result suggests that the effect of PEOVW on gene expression is immediate. 

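The 10 genes with the largest fold changes at t_1_, among those called with the 3 arrays of group P beyond all others, were upregulated under each scaling of the arrays. They were *yqhD* (log2 fold change 6.54), *dkgA* (5.80), *yqhC* (4.99), *ECs2139* (4.67), *marB* (4.56), *Z4367* (4.31), *ECs3897* (4.31), *yeeE* (4.25), *marA* (4.23) and *marR* (4.11). Adjusted p from limma ran from 6.81e-07 for *yqhC* to 0.00602 for *yeeE*, whose standard error of 0.62 was the largest of the 10. With 1 array left out at a time, the log2 fold change of *yeeE* stayed between 3.53 and 5.08, the lower value being that without replicate C of group P, and *yeeE* was not called against group C alone. The genes *yqhC*, *yqhD* and *dkgA* (b3010 to b3012) are neighbours in the K-12 genome. *ECs2139*, *ECs3897* and *Z4367* are names from other *E. coli* strains.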

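At t_2_, 599 genes were upregulated and 525 downregulated in group P, 1124 of the 4793 tested. At t_3_ the counts were 657 and 534, or 1191 of 5177. Without adjustment, 2852 and 3641 genes had p under 0.05. SAM called 1148 genes at t_2_ and 1200 at t_3_, of which limma called 1123 and 1190. The counts moved most without the 2-fold minimum, to 2575 and 3499. The split between directions depended on the scaling. The spike-in scaling called 267 genes up and 2094 down at t_2_ and 31 up and 1916 down at t_3_, and the 75th percentile scaling 793 up and 370 down at t_2_ and 782 up and 419 down at t_3_. With 1 culture left out at a time, the counts stayed between 1113 and 1183 at t_2_ and between 1161 and 1269 at t_3_. Whether the effect of PEOVW differed between time points was tested with limma on the difference between 2 time points within each culture. From t_1_ to t_2_ the effect changed in 647 of 4997 genes, rising in 328 and falling in 319, and 1452 had an unadjusted p under 0.05. From t_2_ to t_3_ it changed in 438 of 5208 genes, rising in 220 and falling in 218, with 1849 at an unadjusted p under 0.05. These splits also depended on the scaling. From t_1_ to t_2_ the spike-in scaling gave 390 rising and 69 falling, and the 75th percentile scaling 374 and 257. The normexp correction gave 203 and 211. From t_2_ to t_3_ the 75th percentile scaling gave 156 rising and 334 falling, and the normexp correction 91 and 116. Under the spike-in scaling the count from t_2_ to t_3_ was 2.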

1199 genes were significantly regulated after 20 min of PEOVW treatment and 1118 were regulated after 40 min. The qPCR results support the observed microarray expression data (Supporting Information Table S1). 

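The qPCR measurements were not analysed here. On the arrays, the genes of Table S1 had the following log2 normalized intensities (mean ± SD) in group P (n = 3) and group C + E (n = 6) at t_2_. They were 15.45 ± 0.31 against 8.37 ± 0.22 for *yqhD*, 10.17 ± 0.45 against 6.11 ± 0.53 for *bhsA* and 9.20 ± 0.73 against 7.84 ± 0.15 for *uvrA*. Lower in group P were *fliS*, with 6.40 ± 0.39 against 11.04 ± 0.24, *ompF*, with 9.40 ± 1.37 against 13.39 ± 0.57, and *gadB*, with 6.58 ± 0.40 against 9.27 ± 0.18. At t_2_ and t_3_ the arrays of group P lay beyond all arrays of groups C and E in each of the 6 genes (exact permutation p = 0.0119 each). At t_1_ this was so for *yqhD* and *bhsA*, while *uvrA* (exact p = 0.238), *ompF* (0.548), *fliS* (0.571) and *gadB* (0.952) were not separated. Replicate A of group C stood apart at t_1_, with 14.22 for *ompF* and 7.45 for *gadB*, above the other 5 arrays of groups C and E. Of the 18 combinations of gene and time point, 14 passed the thresholds of limma. Without 1 of the cultures the number was 12 to 14.

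**Figure D1:**
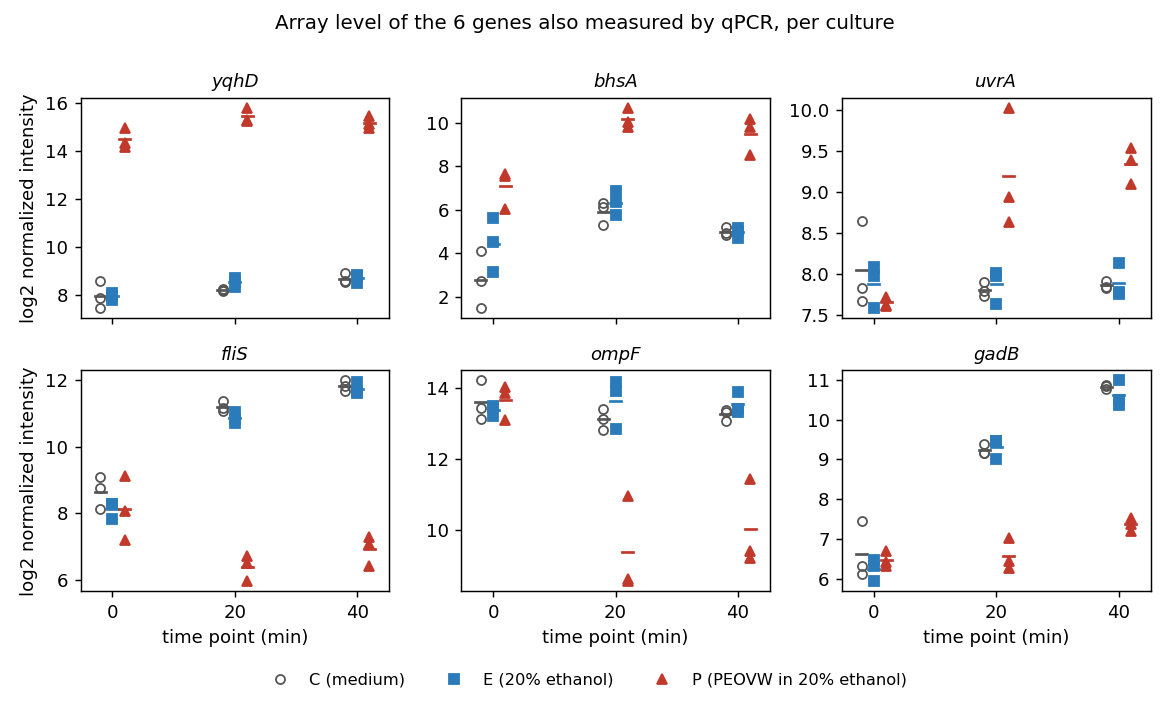
Log2 normalized intensity of the 6 genes of Table S1 on each array (vertical axis, a separate range per panel) against time after treatment in min (horizontal axis). Open circles are group C, blue squares group E, red triangles group P, and dashes the group means. At 20 and 40 min the 3 arrays of group P lie above the others for *yqhD*, *bhsA* and *uvrA* and below them for *fliS*, *ompF* and *gadB*, and under the spike-in scaling the log2 fold change of *uvrA* at 40 min turns to -0.28.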

The results of the functional analysis were obtained using different approaches. The TIGR CMR (The Institute for Genomic Research-Comprehensive Microbial Resource) functional classification was chosen for GSEA (http://www.broadinstitute.org/gsea/index.jsp) and the criteria of the gene ontology consortium was used for DAVID classifications. The data obtained (Supporting Information Tables S2 and S3) with these different approaches are similar, confirming the biological significance of the results. Both approaches showed that PEOVW downregulated genes for ‘ciliary or flagellar motility’, ‘cellular respiration’, ‘two-component system’, ‘fermentation’, ‘TCA cycle’ and ‘aspartate and glutamate metabolism’ but upregulated those for ‘protein folding’, ‘DNA repair’, ‘DNA recombination’, ‘nucleotide metabolism’ and ‘translation’. 

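The gene sets behind these approaches were at hand in part only and were not tested. In their place, 20 lists of genes fixed in advance were tested with camera, a set test of the limma package, at a preset correlation between genes of 0.01. At an adjusted p under 0.05, 6 lists changed at t_1_ (4 up and 2 down), 13 at t_2_ (8 up and 5 down) and 13 at t_3_ (7 up and 6 down). All these calls also held under fry. With the correlation estimated from the arrays, the calls that remained were the heat shock and aldehyde lists at t_1_ (adjusted p = 0.0292 each) and the MarA, SoxS and Rob list at t_2_ (0.0448) and t_3_ (0.0120). Other splits of the 9 arrays into 3 and 6 can also give many changed lists, and as many as observed were found in 28, 15 and 10 of the 84 splits at t_1_, t_2_ and t_3_. The anaerobic respiration list (46 genes) had a median log2 fold change of -0.31 at t_1_ (adjusted p = 0.00378), -1.20 at t_2_ (4.44e-06) and -1.10 at t_3_ (7.14e-06). At t_2_ 31 of its genes were downregulated and 7 upregulated, and at t_3_ 24 and 4. At t_1_ 5 were downregulated, or 6 adjusted over the list alone, which left the other counts as they were. The TCA cycle list (16 genes) had a median of -0.88 at t_3_ (adjusted p = 3.64e-04), with 7 genes downregulated over all genes and adjusted over the list alone. At t_1_ its median was -0.27 (adjusted p = 0.135). At t_2_ the median of 0.01 and the mean of -0.04 differed in sign (adjusted p = 0.888), and the median was -0.02 with the normexp background correction and -0.14 with the authors' normalized values. For protein folding, the heat shock list of sigma-32 (20 genes) had medians of 0.81 (adjusted p = 1.53e-14), 2.78 (1.12e-14) and 0.86 (7.52e-06) at t_1_, t_2_ and t_3_, which were -0.90 at t_1_ and -0.86 at t_3_ under the spike-in scaling. Of its genes 5, 20 and 9 were upregulated, and 6, 20 and 9 adjusted over the list alone.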

The results show that genes in the ‘cell envelope’ group were regulated differently, with many showing upregulation, while others were downregulated. The ‘peptidoglycan-based cell wall’ cellular components had more than 100 downregulated genes and almost 80 upregulated genes. In addition, the ‘ABC transporter’ and ‘transition metal ion binding’ KEGG (Kyoto encyclopedia of genes and genomes) pathways presented both up-and downregulated genes at t_2_ and t_3_. The gene ontologies (GOs) with the most elevated fold enrichment (FE) values were ‘putrescein transport’ with an FE of almost 55 and ‘nitrite reductase activity’ and ‘lipoic acid metabolism’ (KEGG), both with an FE of almost 39. Moreover, the KEGG pathways with the highest FE values were those of ‘flagellar assembly’ and ‘bacterial chemotaxis’. 

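The list of flagellar synthesis genes (40 genes) had a median log2 fold change of -3.20 at t_2_, with all 40 genes downregulated between -4.64 and -1.24 (adjusted p = 2.74e-24, camera). At t_3_ the median was -3.36, with 38 genes downregulated (adjusted p = 2.30e-18). The list of motor and chemotaxis genes (13 genes) had medians of -3.73 at t_2_ (adjusted p = 9.10e-09) and -4.52 at t_3_ (1.98e-09), with each of the 13 genes downregulated at both time points. Adjusted over the list alone, the counts were the same. The medians correspond to 9.17-fold and 10.3-fold lower intensity for flagellar synthesis and 13.3-fold and 22.9-fold for motor and chemotaxis. At t_1_ neither list had a gene past the thresholds, and the medians of 0.01 and 0.02 (adjusted p = 0.811 each) turned to -1.66 and -1.69 under the spike-in scaling and to -0.03 and -0.01 with the authors' normalized values.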

The ‘polyketide sugar unit biosynthesis’, ‘vitamin B6 metabolism’, ‘glycolysis/gluconeogenesis’, ‘fatty acid metabolism’ and ‘ribosome’ KEGG pathways were downregulated at t_2_ only. 

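The glycolysis list (13 of its 14 genes tested) had a median log2 fold change of -0.86 at t_2_ (adjusted p = 0.0427, camera). The fold change was negative in 12 of the 13 genes, and 3 were downregulated past the thresholds, over all genes and adjusted over the list alone. At t_1_ the median was 0.01 and the mean -0.03 (adjusted p = 0.921), no gene was called, and the median was -1.73 under the spike-in scaling and -0.28 with the authors' normalized values. Among 52 ribosomal protein genes the median was -0.01 at t_2_, and the mean of -0.08 and the direction of camera, which was upwards, differed in sign (adjusted p = 0.853). The single gene called was upregulated. At t_1_ the ribosomal median was -0.41 (adjusted p = 5.24e-08), with 43 genes negative and 3 downregulated. By t_3_ it was 0.70 (adjusted p = 3.64e-07), with all 52 genes positive and 8 upregulated, but -0.98 under the spike-in scaling. The counts adjusted over the list alone were the same.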

The ‘lipid kinase activity’ and ‘hexokinase activity’ molecular function categories were downregulated after 40 min only. For the upregulated genes, the situation is more complex: 16 categories were represented only at t_2_, and 32 different categories were represented only at t_3_. ‘Glycolysis/gluconeogenesis’ showed a downregulation at t_2_, while this GO was upregulated at t_3_. 

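At t_3_ the glycolysis list had a median log2 fold change of -0.06, while its mean of 0.10 was positive (adjusted p = 0.921, camera), and 1 gene was upregulated, also when adjusted over the list alone. The difference between time points was tested within cultures. From t_1_ to t_2_ the effect of PEOVW on the list fell by a median of 0.59 (adjusted p = 0.0195), and from t_2_ to t_3_ it rose by a median of 0.63 (adjusted p = 0.00311). With the correlation between genes estimated from the arrays, neither change passed the threshold (adjusted p = 0.338 for the earlier and 0.181 for the later). Under the spike-in scaling the medians of these changes were 0.12 and -0.11, beside 0.91 and -0.73 for all genes.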

Using the literature-based EcoCyc database, many biofilm-related genes were found to be either induced or repressed by PEOVW (Table 1).

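Taken gene by gene, Table 1 gives 142 combinations of a gene and a time point for genes tested here, leaving aside *pgaAD* at t_2_, which has values of both signs. A single value for *pgaAD* and for *uvrAB* at t_3_ was counted for both genes. In 136 of them the fold change had the sign given in Table 1, and 132 of these passed the thresholds of limma. By time point the sign was that of Table 1 in 5 of 5 combinations at t_1_, 67 of 70 at t_2_ and 64 of 67 at t_3_. With the spike-in scaling it was so in 130. The acid resistance list (12 genes), which holds the *slp*, *hdeD*, *gadE* and *mdtEF* genes of Table 1, had a median log2 fold change of 0.09 at t_1_ (adjusted p = 0.561, camera), -1.90 at t_2_ (4.83e-06) and -2.11 at t_3_ (3.45e-06). All 12 genes were negative at t_2_ and t_3_ and 10 were downregulated at each, also when adjusted over the list alone. The median at t_1_ turned to -1.57 under the spike-in scaling. At t_3_ the log2 fold changes were -2.64 for *slp*, -1.55 for *hdeD*, -2.10 for *gadE*, -2.31 for *mdtE* and -2.08 for *mdtF*, with standard errors between 0.12 and 0.21. From t_1_ to t_2_ the mean log2 levels of these genes in group P changed by between -0.69 (*slp*) and 0.21 (*gadE*). In groups C and E each of them rose, by between 1.79 (*mdtE*) and 2.27 (*mdtF*).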

**Table 1:** List of biofilm, stress and motility-related genes differentially expressed by PEOVW

Group and genes	Description	FC T1	FC T2	FC T3
Biofilm related				
*bhsA (ycfR)*	Outer membrane protein	*–*	16.12	23.47
*csgC*	Curli production protein	*–*	−8.23	−6.36
*flu*	Antigen 43	*–*	–	−2.64
*gadE*	Transcriptional activator	*–*	−3.65	−4.29
*mdtIJ*	Spermidine transport	*–*	−3.17/−2.83	−3.36/−3.06
*ompC*	Outer membrane porin C	*–*	2.42	3.21
*ompF*	Outer membrane porin F	*–*	14.36	9.36
*ompT*	Outer membrane protease VII	*–*	−2.29	–
*ompR*	Transcriptional dual regulator	*–*	2.2	–
*lamB*	Sugar porin	*–*	3.96	–
*potFGHI*	Putrescine transport	*–*	3.70/6.83	3.10/5.74
*rcsA*	Transcriptional regulator	*–*	−3.52	−3.07
*yceP (bssS)*	Regulator of biofilm formation	3.77	7.34	3.96
*YcgR*	Flavoprotein	*–*	−14.35	−41.04
*ydaM*	Diguanylate cyclase	–	–	−2.14
*yddV*	Diguanylate cyclase	–	−2.64	–
*yhjH*	c-di-GMP phosphodiesterase	–	−14.52	−34.08
*yliH (bssR)*	Regulator of biofilm formation	–	–	−2.19
*tnaA*	Tryptophanase	–	−2.99	−8.01
*pgaAD*	Beta-1,6-N-acetylglucosamine residues (PGA)	–	−2.04/2.02	−2.22
*fimI*	Fimbrial protein	–	−2.23	–
*gadE*	Transcriptional activator	–	−3.65	−4.29
*hdeD*	Acid-resistance membrane protein	–	−3.20	−2.94
*slp*	Starvation lipoprotein	–	−4.62	−6.40
*mlrA*	Regulator of curli production	–	–	−2.78
*mdtEF*	MdtEF multidrug transporter	–	−4.88/−4.23	−4.96/−4.29
Stress related				
*clpB*	Chaperone	–	19.01	5.07
*cyoA*	Cytochrome oxidase	–	–	2.13
*dnaKJ*	Heat shock protein	–	4.34/10.90	–
*htpG*	Chaperone	–	10.68	2.19
*ibpAB*	Heat shock protein	3.53/13.65	14.06/31.54	3.64/65.89
*prc*	Tail-specific protease	–	2.15	–
*pspABCDEG*	Psp operon, phage-shock-protein	–	2.66/8.85	3.68/9.81
*sodA*	superoxide dismutase	–	3.00	2.50
*soxS*	DNA-binding transcriptional dual regulator	–	7.00	4.50
*spy*	ATP independent periplasmic chaperone	–	8.97	4.75
*uvrAB*	Nucleotide excision repair	–	2.20/2.75	2.70
*YqhC*	Transcriptional activator of yqhD	28.90	21.90	15.40
*yqhD*	Aldehyde reductase, NADPH-dependent	64.40	171.60	85.70
Motility and chemotaxis related				
*aer*	Aerotaxis sensor receptor	–	−5.19	−16.49
*flgBCDEFHIJ*	Flagellar motor	–	−13.08/−7.69	−15.50/−9.31
*flgLMNOPQR*	Proteins for flagellar development	–	−10/−6.57	−7.36/−4.35
*flhBAE*	Flagellar export apparatus	–	−10.86/−7.38	−8.67/−7.50
*flhDC*	Transcriptional regulator	–	−2.90/−2.30	–
*motAB-cheAW*	Flagellar motor complex	–	−18.96/−12.68	−31.91/−25.7
*tar,tap*	Chemoreceptor	–	−20.78/−14.24	−34.11/−23.91
*trg*	Chemoreceptor	–	−3.34	−22.65
*tsr*	chemoreceptor	–	−6.99	−11.29

Genes induced and repressed more than twofold in *E. coli* K-12 treated with PEOVW (1 mg ml^−1^). Two-class SAM analysis was performed with an FDR < 0.05. Genes in the same operon are presented together and FC values are shown as a range representing the minimum and the maximum FC values of operon's genes.

### Effects of PEOVW on biofilm-related genes

Of all of the obtained data, the involvement of genes linked to biofilm formation is the most interesting result. A significant biofilm formation reduction in static condition was also observed (*P* < 0.05) adding 4 mg ml^−1^ sub-minimum inhibitory concentration (MIC) of PEOVW in a crystal violet assay (Supporting Information Fig. S4). Recently, there has been a tremendous increase in biofilm research. In particular, there is a considerable interest in the study of plant materials as sources of new compounds for generating anti-biofilm agents. Several plant molecules show the ability to inhibit the biofilm formation of *Streptococcus mutans*, *Aeromonas hydrophila*, and *E. coli* O157:H7 (Nostro *et al*., 2007; Lee *et al*., 2011; Zodrow *et al*., 2012). Our study describes a new natural anti-biofilm class of polyphenols extracted from olive mill wastewater. The antimicrobial effects of these OVW compounds have been previously reported (Mekki *et al*., 2006) but their capacity to inhibit biofilm formation was never studied before. Furthermore, this work, evaluating a global transcriptomic response, proposes the possible molecular mechanisms by which sub-MIC of PEOVW can inhibit biofilm formation during planktonic growth. Biofilm production is a stepwise process that begins when planktonic cells encounter a surface. Both cell surface adhesion and cell aggregation are essential to initiate bacterial biofilm formation (Zhang *et al*., 2007). Biofilm formation in *E. coli* K-12 involves various factors for structural proteins, such as type 1 fimbriae, curli, exopolysaccharides, colanic acid (CA) and poly-N-acetyl glucosamine (PGA), signaling molecules, such as indole and polyamine, or proteins that transport signaling molecules. All such proteins modulate the relationship of the bacterial cell with the environment. 

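The list of curli, fimbriae and exopolysaccharide genes had a median log2 fold change of 0.02 at t_1_ over 19 genes, where the mean was -0.04 (adjusted p = 0.921, camera). At t_2_ it was -0.44 over 18 genes (adjusted p = 0.0567), with 6 genes downregulated and 1 upregulated, and at t_3_ -0.05 over 21 genes (adjusted p = 0.210), with 5 downregulated. Adjusted over the list alone, 1 gene was upregulated at t_1_ and the other counts were the same. The median was 0.20 at t_2_ with the 75th percentile scaling, 0.02 at t_3_ with the normexp background correction, and -1.68 at t_1_ under the spike-in scaling. Within this group, *csgC* (b1043) lay furthest below groups C and E. Its log2 fold change was -3.18 at t_2_ (SE 0.19, adjusted p = 1.95e-07) and -2.77 at t_3_ (SE 0.21, adjusted p = 1.63e-06). The value at t_3_ was -0.99 with the normexp correction. From t_1_ to t_2_ the mean log2 level of *csgC* rose by 0.71 in group P and by 2.58 in groups C and E. The values of *rcsA* were 1.13 at t_1_ (adjusted p = 0.0754), which is -0.62 under the spike-in scaling and 1.53 (adjusted p = 0.0292) without replicate B of group P, -1.89 at t_2_ and -1.64 at t_3_, the latter pair past the thresholds. For *yddV* the change at t_2_ was -1.47, and -0.70 and -0.43 with the 75th percentile scaling and the normexp correction, under 2-fold, and at t_3_ it was -0.93, and -1.03 without replicate A of group P. *fimI* was downregulated at t_2_ (-1.19, adjusted p = 0.00319), where leaving out replicate A of group P gave -0.92 and the normexp correction -0.76, and was at -0.56 at t_3_ (adjusted p = 0.0232). *flu* was at -0.71 at t_2_, or -1.09 and called without replicate C of group P, and passed the thresholds at t_3_ with -1.38. *pgaA* fell at both, with -1.05 at t_2_, where the 75th percentile scaling gave -0.42, the normexp correction -0.33 and 3 of the cultures, each left out, took it under 2-fold, and -1.20 at t_3_, where the same pair gave -0.88 and -0.42.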

The depressive effect of PEOVW on the expression of several genes involved in the synthesis of fimbriae, curli and exopolysaccharides (*fimI*, *flu* and *csgC, yddV, pgaA, rcsA*) suggest that PEOVW can modify the adhesion to the surface. Several signaling molecules have been suggested to be involved in biofilm formation/degradation. The roles of tryptophan and indole (a product of tryptophan degradation that has been suggested as an alternative quorum-sensing molecule) in biofilm formation are not well characterized. Tryptophan biosynthesis and degradation genes have been shown to be both induced and repressed in biofilms (Schembri *et al*., 2003; Ren *et al*., 2004), and indole has been shown to both reduce (Domka *et al*., 2006) and increase (Martino *et al*., 2003) biofilm formation in *E. coli*. In our work, genes involved in tryptophan biosynthesis and transport pathways were upregulated by PEOVW and, two genes related to the indole pathway, *bhsA*(*ycfR*) and *tnaA* were found to be highly induced and repressed respectively. 

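Of the 10 genes on the list for tryptophan synthesis and transport, 7 were tested. Their median log2 fold change was 0.16 at t_1_ (adjusted p = 0.921, camera), -0.49 at t_2_ (0.651) and -0.64 at t_3_ (0.142). None was upregulated past the thresholds at any time point, and 1 was downregulated at t_2_ and 1 at t_3_, over all genes and adjusted over the list alone. The median was -1.52 at t_1_ under the spike-in scaling and 0.15 at t_2_ with the 75th percentile scaling. The log2 fold change of *bhsA* (b1112) was 3.48 at t_1_ (SE 0.81, adjusted p = 0.0425), 4.06 at t_2_ (SE 0.31, adjusted p = 1.28e-06) and 4.50 at t_3_ (SE 0.30, adjusted p = 7.41e-07). At t_1_ its adjusted p was above 0.05 with the 75th percentile scaling (3.24) and in 7 of the 9 fits that left out 1 culture, up to 0.190 without replicate C of group P. *tnaA* (b3708) was downregulated at t_2_ (-1.50, SE 0.28, adjusted p = 0.00104) and t_3_ (-2.65, SE 0.16, adjusted p = 3.86e-07). From t_1_ to t_2_ its mean log2 level rose by 0.45 in group P and by 2.73 in groups C and E. At t_1_ its fold change of 0.77 had a standard error of 1.17 and turned to -0.91 under the spike-in scaling.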

In agreement with our result, BhsA is reported to inhibit *E. coli* K-12 biofilm formation, and *tnaA* deletion decreased biofilm formation (Martino *et al*., 2003; Hu *et al*., 2010). Domka identified two biofilm-induced genes, *yliH* and *yceP* (then renamed *bssS* and *bssR*), that are involved in the regulation of indole, as well as the uptake and export of AI-2 through a cAMP-dependent pathway (Domka *et al*., 2006). 

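The names are used here as in Table 1, where *bssS* is *yceP* and *bssR* is *yliH*, while the text of the paper pairs them the other way. *bssS* (b1060) was upregulated at every time point, with log2 fold changes of 2.13 (SE 0.20, adjusted p = 4.92e-04), 2.93 (SE 0.28, adjusted p = 7.76e-06) and 2.14 (SE 0.25, adjusted p = 4.18e-05) at t_1_, t_2_ and t_3_. At t_1_ and t_3_ it was 0.51 and 0.36, under 2-fold, under the spike-in scaling, and at t_1_ it was not called against group C alone. *bssR* (b0836) was at 0.24 at t_1_ and 0.02 at t_2_ (adjusted p = 0.815 and 0.938), values that turned to -1.64 and -1.09 under the spike-in scaling. It passed the thresholds at t_3_ with -1.04 (SE 0.22, adjusted p = 0.00180). This value lay near the 2-fold minimum. It was -0.96 without replicate C of group P, -0.90 against group E alone and -1.19 without replicate A of group P.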

PEOVW treatment induced *bssS* and repressed *bssR* gene expression. These genes appear to be global regulators of several genes involved in catabolite repression, stress responses and the regulation of the uptake and export of signaling pathways (Schembri *et al*., 2003; Beloin *et al*., 2004; Ren *et al*., 2004). In addition, polyamines, such as putrescine, spermidine and norspermidine, may function as signals for biofilm formation (Patel *et al*., 2006). 

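Tested as a list, 14 of the 17 polyamine genes had a median log2 fold change of -0.12 at t_2_, while their mean of 0.55 and the direction of camera were positive (adjusted p = 0.415). Past the thresholds, 5 were upregulated and 2 downregulated. At t_3_ the median of 16 genes was 0.52 (adjusted p = 0.383), with 5 upregulated and 6 downregulated, and at t_1_ that of 13 genes was 0.17 (adjusted p = 0.811) with none called. Adjusted over the list alone, the counts were the same. The spike-in scaling turned the medians of t_1_ and t_3_ to -1.61 and -1.22, and the 75th percentile scaling that of t_2_ to 0.31. The putrescine transporter genes *potFGHI* (b0854 to b0857) were upregulated. At t_2_ the log2 fold change was 2.82 for *potF*, 2.75 for *potG* and 1.95 for *potI*, and at t_3_ it was 2.65, 2.62, 2.44 and 1.64 for *potF*, *potG*, *potH* and *potI*. *potH* was not well above background on the 6 arrays of groups C and E at t_2_ and was at least 5.48-fold higher in group P. Such a bound sets the mean of group P over all its arrays against the mean, over the other arrays, of the higher of the probe's own signal and the lowest signal of any probe well above background, on the normalized log2 scale. With the normexp correction *potH* (0.67 and 0.53) and *potI* (0.93 and 0.76) stayed under 2-fold at t_2_ and t_3_. None of the 4 passed the thresholds at t_3_ with the spike-in scaling, which gave 1.21, 1.16, 1.20 and 0.17. The spermidine exporter genes were downregulated at t_2_ and t_3_, with log2 fold changes of -1.64 and -1.70 for *mdtI* and -1.49 and -1.58 for *mdtJ*.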

The expression of genes involved in ‘polyamines transport’ were modified by PEOVW treatment. It has been shown that several other transporters are responsible for transporting the signaling molecules that regulate bacterial biofilm formation. A putative ABC transporter is involved in the negative regulation of biofilm formation by *Listeria monocytogenes* (Zhu *et al*., 2008). PEOVW clearly disturbed the membrane transport system as many genes of the ‘ABC transporter’ and ‘transition metal ion binding’ KEGG pathways were either up-or downregulated. 

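*ompR* (b3405) was upregulated at t_2_, with a log2 fold change of 1.16 (SE 0.13, adjusted p = 3.04e-05) that was 0.06 under the spike-in scaling. At t_3_ its change of 0.67 (SE 0.10, adjusted p = 1.94e-04) was under 2-fold and turned to -1.09 with that scaling. At t_1_ it was 0.09 (adjusted p = 0.833), or -1.60 with that scaling. The sensor gene *envZ* was not changed past the thresholds at any time point, with -0.27 at t_1_ (adjusted p = 0.456), 0.11 at t_2_ (0.614) and 0.11 at t_3_ (0.192), where the spike-in scaling gave -0.90 and -1.54 at t_2_ and t_3_.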

The OmpR/EnvZ system (*ompR* FCt_2_ 2,2) constitutes a signal transduction pathway that senses external osmolarity and regulates the transcription of several genes, including the porin-encoding genes *ompF* and *ompC* (Pages *et al*., 2008; De la Cruz and Calva, 2010). There is genetic evidence that curli-encoding genes are members of the OmpR regulon (Prigent-Combaret *et al*., 2001). 

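Among the outer membrane genes, *ompF* (b0929) had a log2 fold change of -3.99 at t_2_ (SE 0.51, adjusted p = 7.04e-05) and -3.38 at t_3_ (SE 0.42, adjusted p = 5.97e-05). With 1 culture left out at a time, these stayed between -4.78 and -3.58 and between -4.09 and -2.98. *ompC* (b2215) was at -0.99 at t_2_ (SE 0.27, adjusted p = 0.00984), just short of the 2-fold minimum, and at -1.16 at t_3_ (SE 0.14, adjusted p = 4.70e-05). At t_2_ it passed the thresholds with the authors' normalized values (-1.34), against group E alone (-1.24) and without replicate C of group P (-1.25), while its adjusted p was 0.0514 without replicate B of group P. At t_1_ neither gene was called, with 0.17 for *ompF* and 0.01 for *ompC*, which turned to -1.63 and -1.76 under the spike-in scaling. *ompT* was at -0.95 at t_2_ (adjusted p = 2.17e-04), under 2-fold, or -1.11 and called against group E alone, and at 0.14 at t_3_ (adjusted p = 0.288). *lamB* was upregulated at t_2_ (1.97, adjusted p = 1.36e-06) but not at t_3_ (-0.20, adjusted p = 0.493), and the difference between these time points was -2.17 within cultures (adjusted p = 0.00163).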

In this study, both *ompF* and *ompC* genes were repressed.

### Effect of PEOVW on motility and chemiotaxis genes

Motility and chemotaxis are mechanisms that bacteria use in response to environmental stress. Exposure to PEOVW caused a marked inhibition of the expression of the genes for flagellar synthesis (*flg*, *flh* and *fli*) and flagellar rotation (*mot*). In addition, chemotactic membrane receptors genes (*tar, tsr, tap*) and chemotactic signal transduction genes (*cheAW*) were repressed (Table 1). 

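The *flg* genes of Table 1 had log2 fold changes from -3.66 (*flgH*) to -2.20 (*flgL*) at t_2_ and from -3.94 (*flgH*) to -3.24 (*flgM*) at t_3_, all past the thresholds. *flhA*, *flhB* and *flhE* were at -3.43, -2.92 and -3.45 at t_2_ and at -2.90, -2.85 and -3.40 at t_3_. The genes of the flagellar master regulator were downregulated less, with -1.24 for *flhD* (SE 0.19, adjusted p = 2.85e-04) and -1.52 for *flhC* (SE 0.12, adjusted p = 2.39e-06) at t_2_. At t_3_ both were under 2-fold, at -0.76 and -0.72. *flhD* was also under 2-fold at t_2_ with the normexp correction (-0.92) and without replicate C of group P (-0.99). *fliS* was at -4.64 at t_2_ and -4.86 at t_3_, *motA* at -3.94 and -4.78 and *motB* at -4.18 and -4.56, with standard errors between 0.14 and 0.24.

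**Figure D2:**
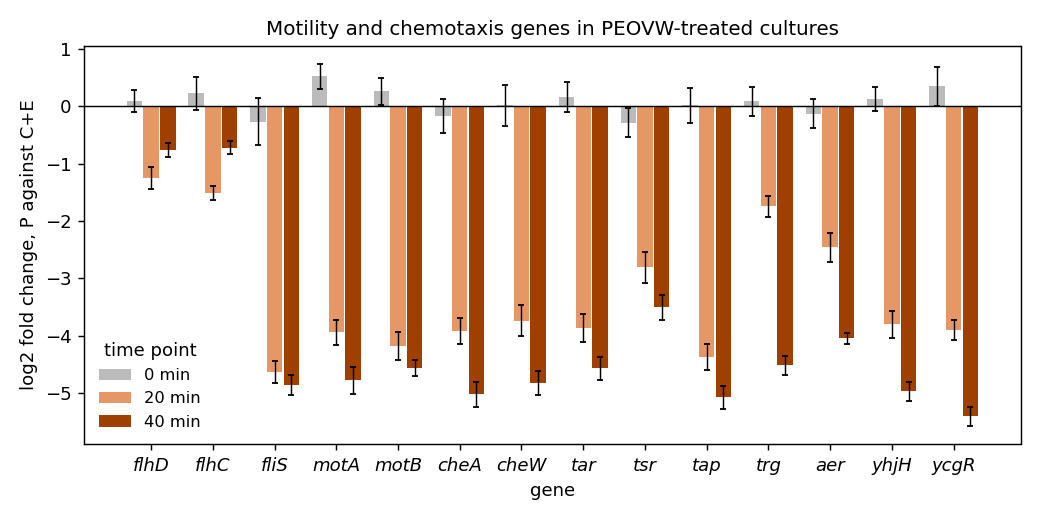
Log2 fold change of group P against group C + E (vertical axis) at 0, 20 and 40 min after treatment for 14 motility and chemotaxis genes (horizontal axis); bars start at 0 and error bars are standard errors from limma. At 20 and 40 min every bar is negative, also under the other scalings, whereas the small positive bars at 0 min turn negative under the spike-in scaling.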

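Downregulation of the receptor genes was largest for *tap* (b1885), with log2 fold changes of -4.38 at t_2_ (SE 0.23, adjusted p = 8.76e-08) and -5.08 at t_3_ (SE 0.20, adjusted p = 2.45e-08). The values were -3.86 and -4.57 for *tar* (b1886) and -2.80 and -3.50 for *tsr* (b4355), each at an adjusted p of 8.47e-06 or lower. For signal transduction, *cheA* was at -3.92 and -5.02 and *cheW* at -3.73 and -4.83. From t_2_ to t_3_ the effect on *cheA* changed by -1.10 within cultures (adjusted p = 0.00871). None of the 5 genes was called at t_1_, where fold changes lay between -0.28 and 0.16 and those above 0 turned negative under the spike-in scaling, and *cheW* and *tap* with the authors' normalized values.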

Because flagella are essential for both swimming and swarming, the effects of PEOVW on both of these motility phenotypes were tested. A concentration of 1 mg ml^−1^ was enough to significantly reduce swimming motility, but a higher concentration (2 mg ml^−1^) was required to significantly reduce swarming motility (*P* < 0.05) (Supporting Information Figs. S4, S5 and S6). A decrease in *E. coli* O157:H7 motility was also clearly observed in the presence of increasing concentration of broccoli extract. Using a set of different motility mutants, Wood and colleagues (2006) demonstrated that the biofilm formation capacities of *E. coli* K-12 were directly correlated with its ability to swim (Wood *et al*., 2006). The ability of PEOVW to strongly repress chemotaxis on *E. coli* is a very interesting aspect, given that chemotaxis is usually dispensable for the initial stages of biofilm development (Goulter *et al*., 2009). Before a bacterium can attach to a substratum, it must first locate the surface and be capable of translocating to that surface. *YhjH*, encoding a highly active PDE (phosphodiesterase) that promotes motility by keeping c-di-GMP at a low level, is repressed after PEOVW treatment. 

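*yhjH* (b3525) had a log2 fold change of -3.80 at t_2_ (SE 0.24, adjusted p = 3.31e-07) and -4.97 at t_3_ (SE 0.17, adjusted p = 1.12e-08). Its value at t_1_ was 0.13 (adjusted p = 0.774), or -1.56 under the spike-in scaling. *ycgR* (b1194), listed beside it in Table 1, was at 0.35 at t_1_ (adjusted p = 0.603), -3.90 at t_2_ and -5.41 at t_3_, the latter 42.5-fold lower in group P. From t_2_ to t_3_ the effect on both changed further within cultures (limma), by -1.17 for *yhjH* (adjusted p = 0.0111) and -1.51 for *ycgR* (adjusted p = 0.00111). Over this interval their mean log2 levels changed by -0.07 and 0.16 in group P. In groups C and E they rose by 1.10 and 1.67.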

Bacteria employ chemoreceptors known as methyl-accepting chemotaxis proteins (MCPs) to monitor their chemical environments. In a monolayer biofilm, methyl-accepting chemotaxis genes are activated (Bren and Eisenbach, 2000; Moorthy and Watnick, 2005). 

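*trg* (b1421) had a log2 fold change of -1.74 at t_2_ (SE 0.18, adjusted p = 1.45e-05) and -4.52 at t_3_ (SE 0.16, adjusted p = 1.63e-08). The difference of -2.78 between these time points was past the threshold within cultures (adjusted p = 1.38e-04). With the normexp correction *trg* was at -0.97 at t_2_, under 2-fold. The redox receptor gene *aer* (b3072) was at -2.46 at t_2_ (SE 0.25, adjusted p = 1.15e-05) and at -4.04 at t_3_ (SE 0.10, adjusted p = 3.77e-09). Neither gene was called at t_1_, where *trg* was at 0.09, which turned to -1.63 under the spike-in scaling, and *aer* at -0.12.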

All four *E. coli* MPCs (Tar, Tap, Trg and Tsr) were downregulated by PEOVW. As flagella motility requires a step proton gradient between the periplasmatic space and the cytoplasm, decreased cell motion could indicate an energy deficiency. The requirement to conserve energy is an important feature of all stress response mechanisms. Decreases in the metabolites of the TCA cycle and the glycolysis pathway are in agreement with a general energy conservation strategy (Jozefczuk *et al*., 2010). From these results, PEOVW antichemotaxis effect is explainable as an uncoupling of the energy sources with drive motility.

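Within cultures, the effect of PEOVW on the flagellar synthesis list changed by a median of -3.20 from t_1_ to t_2_ (adjusted p = 1.65e-45, camera), and by -0.06 from t_2_ to t_3_ (adjusted p = 0.507). For the motor and chemotaxis list the changes were -3.75 (adjusted p = 7.11e-17) and -0.84 (adjusted p = 2.48e-07). The effect on the TCA cycle list changed from t_2_ to t_3_, by -0.68 (adjusted p = 2.93e-06), and not past the threshold from t_1_ to t_2_ (0.32, adjusted p = 0.146). With the correlation between genes estimated from the arrays, only the earlier change of the flagellar list passed the threshold (adjusted p = 0.0124). The adjusted p was then 0.0660 and 0.287 for the motor and chemotaxis list and 0.0824 for the later change of the TCA cycle list. Since flagellar motility needs a proton gradient, the paper proposes that decreased cell motion could mean an energy deficiency. It states that saving energy is a feature of stress responses, and sets decreases in metabolites of the TCA cycle and glycolysis beside such a strategy. On this basis it gives an uncoupling of the energy sources of motility as a possible explanation of the antichemotaxis effect.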

### Effect of PEOVW on stress response genes

The envelope is a known target of polyphenols. For example, eugenol acts as an antibacterial agent against *Salmonella typhi* by disrupting the cellular membrane (Devi *et al*., 2010). Our results show that genes in the cell envelope GSEA group and genes in the ‘peptidoglycan-based cell wall’ cellular component were either upregulated or downregulated. PEOVW seems to alter the envelope components by inducing an extracytoplasmic stress response. 

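The Cpx and sigma-E envelope stress list (18 of its 19 genes tested) had a median log2 fold change of 0.06 at t_1_ (adjusted p = 0.561, camera), 0.46 at t_2_ (0.00840) and 0.09 at t_3_ (0.358). Past the thresholds, 1, 4 and 5 genes were upregulated, over all genes and adjusted over the list alone. With the correlation between genes estimated from the arrays, the adjusted p at t_2_ was 0.106. The spike-in scaling turned the medians to -1.62, -0.57 and -1.58, and the authors' normalized values gave -0.02 at t_1_.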

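The phage shock list (7 genes) had median log2 fold changes of 2.45 at t_2_ (adjusted p = 2.17e-04, camera) and 2.61 at t_3_ (adjusted p = 0.0155). At t_2_ 6 genes were upregulated, and at t_3_ 5 were upregulated and 1 downregulated, over all genes and adjusted over the list alone. At t_1_ the median was 0.03 (adjusted p = 0.811) with no gene called, and it turned to -1.82 under the spike-in scaling, -0.08 with the 75th percentile scaling and -0.01 with the authors' normalized values. *pspB* (b1305) changed most, by 3.14 at t_2_ (SE 0.20, adjusted p = 3.15e-07) and 3.32 at t_3_ (SE 0.19, adjusted p = 2.59e-07). *pspA*, *pspC* and *pspD* lay between 2.45 and 2.71 at t_2_ and between 2.61 and 2.85 at t_3_, and *pspG* was at 1.83 and 2.43. None of these passed the thresholds at t_3_ with the spike-in scaling, where *pspB* was at 1.66 and the others between 0.90 and 1.16. *pspE* was upregulated at t_2_ (1.43) but not past the thresholds at t_3_ (0.41, adjusted p = 0.107), and the spike-in scaling gave 0.42 and -1.29.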

In this work, the *psp* family of genes (phage shock protein operon, *pspABCDE*) were upregulated in treated *E. coli*. Interestingly, the results of our study showed that PEOVW inhibited the *prc* gene related to peptidoglycan synthesis, and the transcript encoding the envelope stress protein *spy* was upregulated. 

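*prc* (b1830) had a log2 fold change of -1.08 at t_2_ (SE 0.13, adjusted p = 3.98e-05) and -0.58 at t_3_ (SE 0.13, adjusted p = 0.00308), the latter under 2-fold. At t_2_ it was under 2-fold without replicate C of group P (-0.99). *spy* (b1743) was upregulated at t_2_ (3.28, SE 0.17, adjusted p = 8.65e-08) and t_3_ (2.28, SE 0.16, adjusted p = 1.10e-06), the latter 0.62 and not called with the spike-in scaling, and at t_1_ it was at 0.75 with a standard error of 0.46, or at -1.05 under the spike-in scaling.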

The expression of *spy* is also strongly induced by the protein denaturant tannic acid polyphenol (Quan *et al*., 2011). 

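*sodA* (b3908) was upregulated at t_2_, with a log2 fold change of 1.38 (SE 0.30, adjusted p = 0.00288), and at t_3_, with 1.17 (SE 0.13, adjusted p = 2.07e-05). It was under 2-fold at t_2_ without replicate C of group P (0.94), and 0.62 at t_2_ and -0.36 at t_3_ under the spike-in scaling. *cyoA* (b0432) was at 0.53 at t_2_ (adjusted p = 0.0346) and passed the thresholds at t_3_ with 1.15 (SE 0.17, adjusted p = 2.14e-04), or 0.97 without replicate B of group P. Under the spike-in scaling it was -0.08 and -0.33. The normexp correction took *sodA* (0.86 and 0.68) and *cyoA* at t_3_ (0.55) under 2-fold. The largest increase of the 3 was that of *soxS* (b4062), with 2.84 at t_2_ (SE 0.33, adjusted p = 3.61e-05) and 2.20 at t_3_ (SE 0.16, adjusted p = 1.74e-06), the latter 0.61 with the spike-in scaling. The list of genes controlled by MarA, SoxS and Rob (25 genes) had medians of 0.17 (adjusted p = 7.16e-04, camera), 0.83 (6.06e-08) and 0.96 (6.09e-07) at t_1_, t_2_ and t_3_. Upregulated were 3, 10 and 12 of its genes, and 1 was downregulated at t_2_ and 1 at t_3_, over all genes and adjusted over the list alone. The spike-in scaling turned the medians to -1.59, -0.10 and -0.68. The OxyR list rose at t_1_ alone, with a median of 0.34 over 16 genes (adjusted p = 0.00426), 4 genes upregulated and 5 adjusted over the list alone, though -1.41 under the spike-in scaling. At t_2_ its median was -0.01 and its mean 0.05 (adjusted p = 0.678), with 2 upregulated and 1 downregulated of 17, and 0.17 with the 75th percentile scaling. At t_3_ it was -0.29 (adjusted p = 0.251), with 2 of 18 downregulated.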

Our results revealed an upregulation of *sodA*, *cyo* and the global regulator *soxS*, suggesting an oxidative stress response. The upregulation of these genes was accompanied by several other significant changes, such as the induction of *yqhD* and *yqhC* genes. 

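*yqhC* (b3010), the regulator gene beside *yqhD*, was 31.8-fold higher in group P at t_1_ (SE of the log2 fold change 0.17). At t_2_ it was 22.8-fold higher (adjusted p = 4.65e-09) and at t_3_ 16.0-fold (adjusted p = 6.63e-09).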

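In group P *yqhD* (b3011) was 93.3-fold higher at t_1_ (SE of the log2 fold change 0.26, adjusted p = 1.08e-06), 136-fold at t_2_ (SE 0.17, adjusted p = 1.97e-09) and 89.5-fold at t_3_ (SE 0.13, adjusted p = 2.76e-09). With 1 culture left out at a time, its log2 fold change stayed between 6.31 and 6.70 at t_1_ and between 6.90 and 7.19 at t_2_. Among the genes named here its increase was the largest at t_1_ and t_3_ under each scaling of the arrays. At t_2_ that of *ibpB* was larger, except with the normexp correction.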

*YqhD*, the most upregulated gene (FC_t1_ 64.4; FC_t2_ 171.6; FC_t3_ 85.7), has a nicotinamide adenine dinucleotide phosphate (NADPH)-dependent reductase activity towards many of toxic aldehydes (Lee *et al*., 2010). These results suggest that OVWP extract caused oxidative stress that promotes lipid peroxidation, with the resulting aldehyde products activating *yqhD* and *yqhC*. 

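The aldehyde detoxification list (14 genes), which holds *yqhD*, had median log2 fold changes of 0.46 at t_1_ (adjusted p = 8.94e-07, camera), 1.31 at t_2_ (3.43e-06) and 1.43 at t_3_ (3.80e-05). Of its genes 4, 8 and 8 were upregulated, and 5, 8 and 8 adjusted over the list alone. The spike-in scaling turned the medians of t_1_ and t_3_ to -1.26 and -0.31. Lipid peroxidation itself was not analysed here.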

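*uvrA* (b4058) was upregulated at t_2_, with a log2 fold change of 1.36 (SE 0.25, adjusted p = 0.00104), and at t_3_, with 1.46 (SE 0.12, adjusted p = 2.62e-06). At t_2_ it was under 2-fold without replicate C of group P (0.95), and the spike-in scaling gave 0.29 and -0.28. *uvrB* (b0779) was at 0.93 at t_2_ (adjusted p = 3.00e-04) and 0.83 at t_3_ (adjusted p = 5.20e-06), both under 2-fold, and passed the thresholds at t_2_ without replicate A of group P (1.06). Under the spike-in scaling *uvrB* was -0.16 and -0.94. Of the small heat shock genes, *ibpB* was at 7.65 at t_2_ (201-fold, adjusted p = 1.59e-08) and 6.03 at t_3_, and *ibpA* at 3.82 and 2.00. At t_1_ they were already upregulated, by 3.83 and 2.11, though *ibpA* was not called with the slide as a block or against group C alone. The spike-in scaling took *ibpA* under 2-fold at t_1_ (0.44) and t_3_ (0.27). *clpB* was at 3.93 and 2.68 at t_2_ and t_3_, the latter 0.82 under the spike-in scaling, and *htpG* at 3.46 and 1.38, the latter -0.42 under the spike-in scaling. *dnaK* (3.17) and *dnaJ* (2.22) were upregulated at t_2_ and under 2-fold at t_3_ (0.77 and 0.70), where the spike-in scaling gave -0.92 and -1.04. The decrease of the effect from t_2_ to t_3_ was past the threshold within cultures, with -2.40 for *dnaK* (adjusted p = 3.01e-04) and -1.52 for *dnaJ* (adjusted p = 0.00125).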

Phenols extract from olive vegetation water induces *uvrA*, *uvrB*, *clpB, ibpA, ibp, dnaJ, dnaK* and *htpG*. These results show an SOS response with an involvement of the DNA repair pathway that implicates DNA damage and strengthens the hypothesis that oxidative stress is involved. 

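The SOS list (27 of its 28 genes tested) had a median log2 fold change of -0.05 at t_1_ (adjusted p = 0.811, camera), 0.35 at t_2_ (0.00265) and 0.58 at t_3_ (3.76e-05). Upregulated were 1, 6 and 6 genes, over all genes and adjusted over the list alone, and none was downregulated. The medians of t_2_ and t_3_ were negative under the spike-in scaling, with -0.49 at t_2_.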

As many genes of the ‘cations and iron carrying compounds’ group were downregulated, it is possible to hypothesize that the bacterium was responding to hydroxyl formation by attempting to change the amount of available intracellular iron. 

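For iron uptake and storage, the median log2 fold change was -0.14 at t_1_ over 26 genes (adjusted p = 0.811, camera), -0.41 at t_2_ over 27 (adjusted p = 0.0798) and -0.22 at t_3_ over 28 (adjusted p = 0.0341), of the 36 on the list. At t_2_ 3 genes were downregulated and 1 upregulated, and at t_3_ 2 were downregulated, over all genes and adjusted over the list alone. At t_3_ 21 of the 28 genes were negative. With the 75th percentile scaling the medians were 0.07 at t_2_ and 0.05 at t_3_.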

For several bacteria, it has been shown that the presence of SOS response factors is important for biofilm formation (Van der Veen and Abee, 2011). The curli control cascade is a module within the general stress response, for which RpoS (the σ subunit of RNA polymerase) acts as the master regulator. RpoS activates the expression of *mlrA* and *ydaM*, which is essential for activating the transcription of the *csgD* gene. YdaM is a diguanylatecyclase that is absolutely required for curli expression (Domka *et al*., 2006). Both *mlrA* and *ydaM* were repressed by PEOVW. 

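*mlrA* (b2127) had a log2 fold change of 0.88 at t_1_ (adjusted p = 0.0769), which was -0.80 under the spike-in scaling, -0.79 at t_2_ (adjusted p = 0.00360), under 2-fold, and -1.52 at t_3_ (SE 0.12, adjusted p = 2.43e-06). *ydaM* (b1341) was at 1.15 at t_1_ (adjusted p = 0.0810) and 0.09 at t_2_ (adjusted p = 0.641), or -0.65 and -0.33 under the spike-in scaling, and at -1.14 at t_3_ (SE 0.14, adjusted p = 4.60e-05). In a fit over all 27 arrays *ydaM* was called at t_1_. At t_3_ the normexp correction took both under 2-fold, to -0.54 and -0.38, and the 75th percentile scaling took *ydaM* to -0.84. *csgD*, the gene they activate, was not changed past the thresholds, with 0.33 at t_1_, -0.14 at t_2_ and -0.05 at t_3_ (adjusted p = 0.661, 0.575 and 0.796). With the 75th percentile scaling *csgD* was at 0.33 and 0.18 at t_2_ and t_3_.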

Nitric oxide (NO) is a highly reactive and toxic free radical gas that can attack the redox centers of proteins. The NO-sensitive repressor protein NsrR is considered to be a negative regulator of flagella-based motility genes in *E. coli* K-12 (Partridge *et al*., 2009). 

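*nsrR* (b4178) had a log2 fold change of 0.59 at t_1_ (adjusted p = 0.0583), 1.32 at t_2_ (SE 0.12, adjusted p = 4.08e-06) and 1.12 at t_3_ (SE 0.10, adjusted p = 4.80e-06). The normexp correction gave 0.97 at t_3_, under 2-fold. Under the spike-in scaling the values were -1.12, 0.23 and -0.62.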

Interestingly, PEOVW treatment induced the *nsrR* gene.

## Conclusion

The genome wide transcriptional profiling of *E. coli* K-12 response to PEOVW revealed that many key genes (*bhsA, csgC, rcsA, bssS, bssR, ydaM, yddV, yhjH*) involved in biofilm formation and regulation were differently expressed. The observed repression of chemotaxis genes and motility phenotypes are very interesting aspects, as bacterial motility plays a pivotal role in microbial surface colonization and the spreading of bacteria across the surface, while it is usually dispensable for the initial stages of biofilm development (Fig. 1) (Goulter *et al*., 2009).

**Figure 1:**
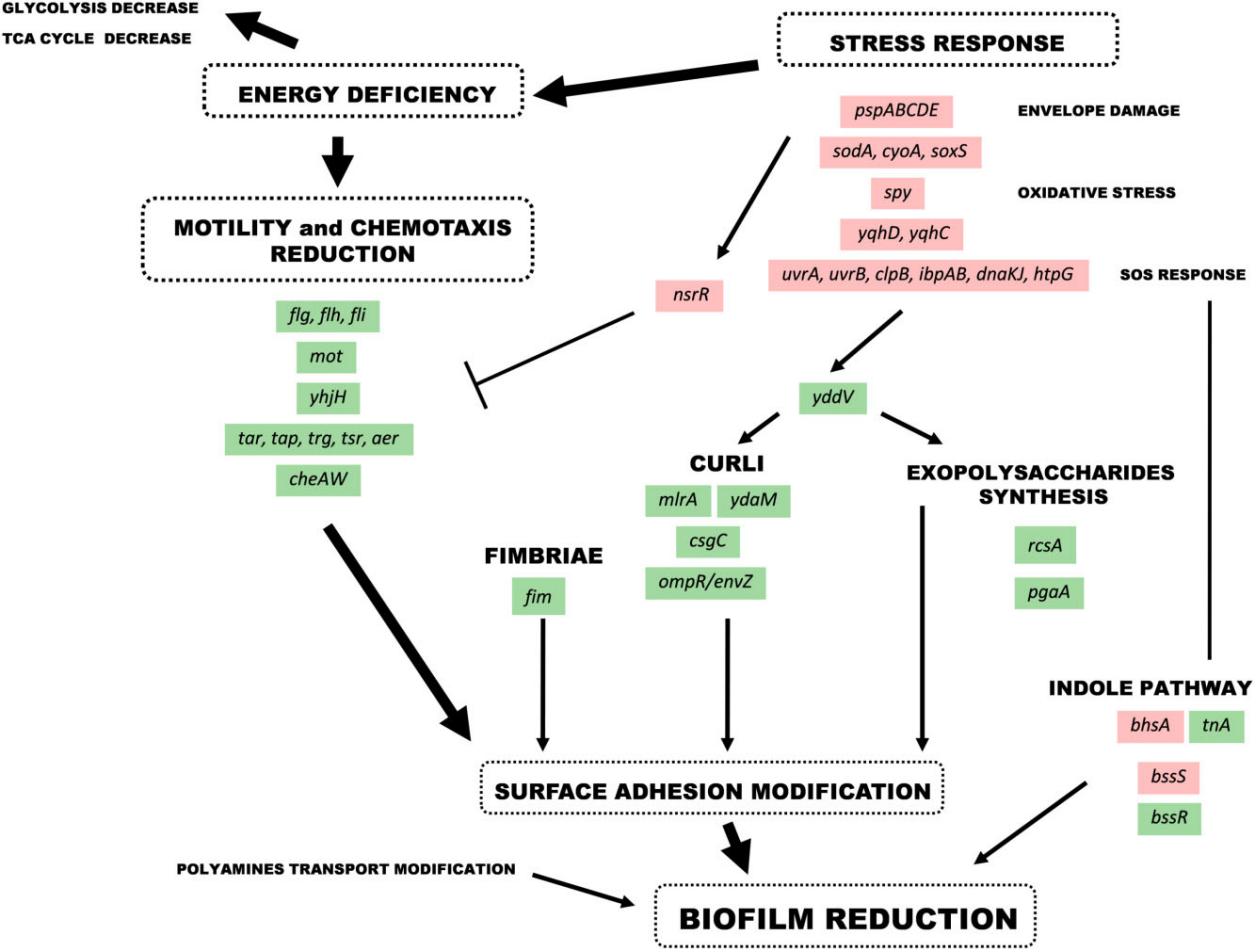
Phenols extract from olive vegetation water effects on *E. coli* K-12.The antimicrobial effect of PEOVW seems related to direct envelope damage. The cell responded by increasing the transcription of genes encoding enzymes for the repair of nucleic acids and antioxidant enzymes. In addition, the bacteria responded with a general energy conservation strategy by decreasing the TCA cycle, glicolysis and motility. Bacterial motility plays a pivotal role in microbial surface colonization and the spreading of bacteria across the surface, while it is usually dispensable for the initial stages of biofilm development. In addition, the depressive effect of PEOVW on the expression of several genes involved in the synthesis of fimbriae, curli and exopolysaccharides suggests that PEOVW can modify the adhesion to the surface. Many key genes (*bhsA*, *csgC*, *rcsA*, *bssS*, *bssR*, *ydaM*, *yddV*, *yhjH*) involved in biofilm formation and regulation were differently expressed.

The obtained results revealed that antimicrobial effect of PEOVW, similar to other polyphenols (Devi *et al*., 2010), seems related to direct envelope damage. The bacteria responded with a general energy conservation strategy by decreasing the TCA cycle, the two component system pathways, glicolysis and motility. The bacterial wall damage seems to cause an increase in free radicals and a subsequent pro-oxidant effect with lipid peroxidation and DNA lesions. The cell responded to this damage through a self-protective mechanism by increasing the transcription of genes encoding enzymes for the repair of nucleic acids and antioxidant enzymes while repressing the gene expression of membrane porins. This SOS response could be enhanced by the antioxidant characteristics of polyphenols themselves. Results are in agreement with the literature data reporting that along with the protective effect against oxidative stress, polyphenols might act as pro-oxidants and induce DNA lesions. The mode of polyphenol action on cells (cytoprotection or cytotoxicity) has already been reported (Smirnova *et al*., 2009) and seems to be dependent on the cell type and, on a larger scale, the concentrations applied.

This study provides interesting insights on the molecular action of PEOVW on a model bacterium as *E. coli* K-12. Other strains belonging to Gram negative and Gram positive bacteria should be tested for sensitivity to PEOVW focusing on the phenotypic characters as biofilm formation, motility and chemotaxis that resulted as main targets in this report.

## Experimental procedures

### PEOVW

The PEOVW was recovered as described in Servili *et al*. 2011 (Servili *et al*., 2011). After separation and purification, the PEOVW was suspended in ethanol and stored at −80°C. The PEOVW was in its useful formulation made of 72.7 ± 0.6 mg g^−1^ of (3,4-dihydroxyphenyl)ethanol (3,4-DHPEA), 17.8 ± 0.1 mg g^−1^ of (*p*-hydroxyphenyl)ethanol (p-HPEA), 83.6 ± 1.0 mg g^−1^ of verbascoside and 471.7 ± 1.9 mg g^−1^ of the dialdehydic form of decarboxymethyl elenolic acid linked to 3,4-DHPEA (3,4-DHPEA-EDA). The phenolic purity was 65%, the remaining 35% was composed by ethanol (20%), H_2_0 (10%), sugars (3–4%) and the 1% by impurities. The presence of sugars is not a problem as they are already present in the Louria Bertani medium that we used and the presence of impurities is irrelevant.

### Evaluation of the antimicrobial effects of PEOVW

The PEOVW concentration used in this study was determined by investigating the inhibitory effects on *E. coli* K-12 strain 14R525 for a range of concentrations from 0.75 mg ml^−1^ to 12 mg ml^−1^. *E. coli* K-12 was cultured in LB and grown at 37°C. The MIC and growth kinetics were evaluated by measuring the optical density (JASCO 7800 UV/VIS Spectrophotometer) after 24 h and adjusting for interference by PEOVW pigments. Inhibition (%) = {[OD*_E. coli_* − (OD*_E. coli_*_+PEOVW_ − OD_PEOVW_)]/OD*_E. coli_*} × 100, where OD*_E. coli_* is the OD_600_ for the negative control (containing no PEOVW), OD*_E. coli_*_+VWPE_ is the OD_600_ for the sample treated with PEOVW and OD_PEOVW_ is the OD_600_ for PEOVW. The MBC (*minimum bactericidal concentration*) and the counts on plates after 24 h were defined. The experiments were performed in triplicate. As PEOVW was diluted in 20% ethanol, the potential effects of this solvent on *E. coli* K-12 growth were also evaluated.

### Bacterial growth conditions for microarray experiment

A pre-inoculum of *E. coli* K-12 was cultured in LB and grown at 37°C. One milliliter of the overnight culture was diluted in 180 ml of LB medium and grown at 37°C until the OD_600_ reached 0.4. Gene expression differences were evaluated during the logarithmic growth phase. In this phase, the culture conditions are most constant, the cells are not nutrient depleted, and the RNA levels are highest due to high metabolic activity. Nine overnight cultures were diluted to produce independent biological replicates of the exponentially growing cultures. The OD_600_ of each culture was measured until the stationary phase.

### PEOVW exposure, sampling and RNA extraction

Three groups of samples were considered: P group (three replicate cultures with PEOVW diluted in ethanol 20%); E group (three replicate cultures with ethanol 20% alone); and C group (three control replicate cultures). One milliliter of PEOVW (1 mg ml^−1^), 1 ml of ethanol 20% and 1 ml of LB broth respectively, were added to the three groups when the OD_600_ of each culture reached 0.4. The time of exposure (20 and 40 min) was chosen based on the fact that one cell cycle is approximately 20 min and based upon the analyses of the published literature on antimicrobial exposure studies, which demonstrated that a 30–60 min exposure time was optimal for the induction of a wide range of antibiotic-responsive genes (Bailey *et al*., 2009). The cultures were sampled (2 ml) at the time of treatment (t_1_) and 20 (t_2_) and 40 (t_3_) min after treatment. The OD_600_ of each culture was measured immediately before sampling, and the cultures were stabilized using the RNAprotect Bacteria Reagent (Qiagen, Hilden, Germany) following the manufacturers protocol. The bacterial pellets were stored at −80°C. Total RNA was isolated from bacterial pellets by enzymatic cell wall lysis followed by RNeasy Mini Kit (Qiagen, Hilden, Germany) purification. The concentration and purity of the total RNA were analysed using a NanoDrop ND-1000 (Thermo Scientific, Wilmington, DE, USA), and the quality was assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Only RNAs with a RIN (RNA integrity number) > 8 were processed further to reduce experimental biases due to poor RNA quality.

### Microarray experiment (polyadenilation, labeling and hybridization)

cRNA was synthesized and labeled with Agilent's One-Color Quick Amp Labeling kit (Agilent Technologies, Santa Clara, CA, USA), a polyadenilation oligo-dT (PAOD) priming amplification method. The PAOD method is considered to be more sensitive and more specific in differential gene expression experiments than other methods (Cao *et al*., 2010). The PAOD method cannot be directly applied to prokaryotic mRNA due the lack of poly(A) sequences at the 3′ end. For this reason, the bacterial RNA was first polyadenilated to create poly-A, thus emulating eukaryotic mRNA. The Poly(A) Tailing Kit (Ambion, Austin, TX, USA) was used to polyadenylate the RNA *in vitro*. The reaction was performed in a final volume of 30 μl and contained 400 ng of total bacterial RNA, 0.08 mM of ATP solution, 1.5 mM of MnCl_2_, 1X E-PAP Buffer and 0.75 U of *E. coli* Poly(A) Polymerase I (E-PAP). After incubation at 37°C for 10 min, the polyadenilated RNA was purified using the RNeasy Mini Kit. Five microliters of this polyadenilated RNA was used to synthesize cRNA. A mixture of 10 different viral poly-adenilated RNAs (Agilent Spike-In Mix) was added to each polyadenilated RNA sample before amplification and labeling, to monitor the microarray analysis work flow. Sample labeling and hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol. After labeling, the unincorporated dyes were removed from the samples using the RNeasy Mini Kit. The labeled cRNAs were quantified using a NanoDrop spectrophotometer. Aliquots (600 ng) of the Cy3-labeled cRNAs were fragmented and hybridized for 17 h at 65°C to Agilent's 8 × 15 k *E. coli* microarray (AMADID 020097) using the Gene Expression Hybridization Kit (Agilent Technologies, Santa Clara, CA, USA) and according to the manufacturer's instructions.

### Microarray imaging and data analysis

The slides were washed and processed according to the Agilent 60-mer oligo microarray processing protocol and scanned on an Agilent microarray scanner G2565BA (Agilent Technologies, Santa Clara, CA, USA). The data were extracted from the images using Feature Extraction (FE) 9.5.1 software (Agilent Technologies, Santa Clara, CA, USA) to perform background subtraction. The downstream analyses (filtering and quantile normalization) were done with the Limma package (http://www.bioconductor.org) in the R computing environment (version 2.6.1, http://www.r-project.org). Spike-In viral RNAs were used to control the array hybridization intensities and to ensure that the normalization gave a uniform signal across all microarray slides. A two-class SAM test (http://www-stat.stanford.edu/∼tibs/SAM.) was performed to identify differentially expressed genes between the treated and control cultures with an FDR < 0.05 (Tusher *et al*., 2001). A hierarchical sample clustering analysis was performed using the tmev software (Tigr multi experiment viewer, http://www.tm4.org/mev) with the Pearson correlation as the metric distance (Saeed *et al*., 2006). The raw and normalized fluorescence data of microarray experiments have been deposited in the GEO database under the accession number GSE42205.

### Functional analysis: gene ontology annotations, GSEA analysis and EcoCyc database

The genes that were differentially expressed after PEOVW treatment were analysed according to the GO classification based on the biological process, molecular function and cellular component. Functional annotation analyses of differentially expressed genes were performed using the DAVID web-server (database for annotation, visualization and integrated discovery, http://david.abcc.ncifcrf.gov) focusing on the GO categories and the KEGG pathways with a significance *p*-value < 0.05 (Huang *et al*., 2009). Gene set enrichment analysis (GSEA) was applied to determine whether an *a priori* defined set of genes showed statistically significant differences between the controls and PEOVW treated cultures (Subramanian *et al*., 2005). The gene sets (Supporting Information Table S5) for GSEA analysis were manually created using data from the TIGR CMR database (http://cmr.tigr.org/tigr-scripts/CMR/CmrHomePage.cgi). A *t*-test was performed with gsea software using 3 and 500 (minimum and maximum values respectively) as the gene set size restriction parameters. The gene sets significantly modified by PEOVW treatment were identified using a FDR < 0.25. A positive correlation was interpreted as the upregulation of a gene set resulting from treatment, while a negative correlation was interpreted as downregulation.

For the interpretation of the results, the EcoCyc database (http://ecocyc.org/), which is specific for the bacterium *E. coli* K-12, was extensively consulted. The EcoCyc project performs literature-based curation of transcriptional regulation, transporters, and metabolic pathways. Web Groups, a new feature on the BioCyc website (http://biocyc.org/), was used. A Web Group is a collection of BioCyc genes or pathways that, together with associated data, can be shared on the web by the authors of transcriptional experiments on *E. coli* K-12 (Latendresse *et al*., 2012).

### qPCR analysis

The microarray employed in this study is a commercial system (Agilent's *E. coli* microarray AMADID 020097) already used and validated in other studies (Göhler *et al*., 2011; Reyes *et al*., 2011; Wang *et al*., 2011). However, a quantitative real-time PCR (qPCR) was also performed for some differentially expressed genes to strengthen the reliability of the microarray data. On the basis of the microarray data obtained after 20 min from treatment, three upregulated genes and three downregulated genes were selected according to the following criteria: two genes with 2–10 FC (*uvrA* and *gadB*), two genes with FC 10–25 (*ompF* and *bhsA*) and two genes with FC > 25 (*yhqD* and *fliS*). The primers (Supporting Information Table S4) were designed using PrimerQuest (IDT, Integrated DNA Technology). The RNA for each sample was reverse transcribed into cDNA using Superscript II (Invitrogen, Carlsbad, CA, USA). An aliquot (2.5 μl) of diluted (1:50) cDNA template was amplified in a final volume of 10 μl containing 5 μl of Platinum SYBR Green qPCR Supermix UDG (Invitrogen), and 0.25 μl of each gene-specific primer (10 μM). ROX fluorochrome was used as an internal check. The amplification protocol consisted of an initial step of 2 min at 50°C and 2 min at 95°C, followed by 40 cycles of 15 s at 95°C and 30 s at 60°C. All experiments were performed on an MX3000P machine (Stratagene, La Jolla CA, USA). To evaluate the efficiency of each assay, standard curves were constructed by amplifying twofold serial dilutions of the same cDNA, which was used as calibrator. The baseline and threshold values were automatically determined for each sample using the MxPro software ver. 3.20 (Stratagene, La Jolla CA, USA), and the melting curves were determined. The Ct value was used to determine the relative amount of target gene. Each measurement was made in duplicate and normalized to the reference gene (*hcaT*). A non-parametric Spearman rank-correlation test (in the R computing environment) was used to assess the correlation between the expression values measured by qPCR and microarray. Probability values < 0.05 were considered significant.

### Crystal violet (CV) biofilm assay

On the basis of the transcriptome results, a crystal violet assay was also employed to assess biofilm formation. A range of PEOVW concentrations was tested to determine the minimum concentrations required to reduce biofilm formation in static conditions. Concentrations of 1, 2 and 4 mg ml^−1^ were chosen as sub-inhibitory concentrations to ensure that PEOVW exerts its effects on *E. coli* through a mechanism other than direct killing. The detection and quantification of biofilms were performed in 48-well flat-bottom polystyrene microtiter plates (CytoOne). Five microliters of an *E. coli* K-12 overnight culture were inoculated in 500 μl of LB broth with and without PEOVW (from 1 to 4 mg ml^−1^) and incubated for 12 h at 37°C without agitation. The wells were washed three times in 0.9% NaCl, heat fixed (50°C for 40 min), stained with 5% crystal violet for 15 min at room temperature and washed twice with 500 μl deionized water. The dye was solubilized with 500 μl of cold 95% ethanol, and the OD_570_ was measured. The plates were run in triplicate, and each polystyrene plate included eight replicates. Control wells without PEOVW were also included. The statistical analysis was carried out using the non-parametric Kruskal–Wallis test followed by a Dunn's post-test using IBM SPSS Statistics 20.0 (Armonk, NY, USA).

### Motility assays

On the basis of the transcriptome results, the extract effects on the levels of *E. coli* K-12 motility were investigated using swimming and swarming assays. A range of PEOVW concentrations was tested to determine the minimum concentrations required to reduce motility on soft-agar plates. PEOVW was added at concentrations ranging from 1 to 4 mg ml^−1^. The swimming and swarming motilities were evaluated using soft-agar TB plates (peptone-tryptone water, Biolife; 0.3% and 0.6% respectively). The plates were inoculated with 3 μl of overnight bacterial broth culture.

Control plates without PEOVW were also included. For the swim plates, the inoculum was placed directly into the center of the agar so that the motility within the semisolid agar could be evaluated. For the swarm plates, the inoculum was spotted on the agar surface (center), enabling the visualization of motility across the agar surface (O'May and Tufenkji, 2011).

The swimming and swarming plates were incubated at 37°C and photographed at different times. The swarming (after 120 h) and swimming (after 24 h) motility zones were measured using ImageJ software (http://rsbweb.nih.gov/ij/) pixel analysis. The statistical analysis was carried out using the non-parametric Kruskal–Wallis test followed by a Dunn's post test using IBM SPSS Statistics 20.0.

# Supplementary material for: Polyphenols from olive mill waste affect biofilm formation and motility in Escherichia coli K-12
**Source:** Microb Biotechnol. 2014 Mar 15;7(3):265–75. doi: 10.1111/1751-7915.12119
**Supplement:** Table S1 — Comparison of FC values detected by qPCR and microarray for selected target genes. FC qPCR value corresponds to the FC which was calculated by the ratio of mean expression values between treatment P group (E. coli K-12 + PEOVW 1 mg ml−1, 3 replicates) and C + E control group (E. coli K-12 control and E. coli K-12 + ethanol, 6 replicates). Genes were selected according to the following criteria: 3 genes upregulated and 3 genes down-regulated. Considering T2 microarray data: 2 genes 2–10-folds, 2 genes 10–25-folds and 2 genes > 25-folds differentially expressed.

| Gene | T1 | | T2 | | T3 | |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | FC microarray | FC  qPCR | FC microarray | FC qPCR | FC microarray | FC qPCR | Spearman's rho | p-value |
| *yqhD* | 64.45 | 72.51 | 171.64 | 155.74 | 85.67 | 112.66 | 0.87 | *P*<0.001 |
| *bhsA* | 7.83 | 11.12 | 16.12 | 15.81 | 23.47 | 23.20 | 0.93 | *P*<0.001 |
| *uvrA* | -1.30 | -2.00 | 2.75 | 1.65 | 2.72 | 2.27 | 0.72 | *P*<0.001 |
| *fliS* | -1.10 | -1.70 | -25.16 | -39.7 | -30.90 | -44.50 | 0.97 | *P*<0.001 |
| *ompF* | -1.22 | -1.39 | -14.29 | -15.34 | -9.09 | -16.47 | 0.58 | *P<*0.01 |
| *gadB* | -1.04 | 1.17 | -6.89 | -15.00 | -10.74 | -24.20 | 0.86 | *P*<0.001 |

|  |  |
| --- | --- |
|  |  |

**Table S1.** **Comparison of FC values detected by qPCR and microarray for selected target genes.**

# Supplementary material for: Polyphenols from olive mill waste affect biofilm formation and motility in Escherichia coli K-12
**Source:** Microb Biotechnol. 2014 Mar 15;7(3):265–75. doi: 10.1111/1751-7915.12119
**Supplement:** Table S2 — DAVID analysis of differentially expressed genes by PEOVW (1 mg ml−1). GO functional analysis results divided by BP (biological process), CC (cellular component), MF (molecular function) and KEEG pathway. FE, fold enrichment.

**Table S2. DAVID analysis of differentially expressed genes by OVWPE (1 mg/ml)**

GO functional analysis results divided by BP (Biological Process), CC (Cellular Component), MF (Molecular Function) and KEEG PATHWAY. FE, fold enrichment.

# Supplementary material for: Polyphenols from olive mill waste affect biofilm formation and motility in Escherichia coli K-12
**Source:** Microb Biotechnol. 2014 Mar 15;7(3):265–75. doi: 10.1111/1751-7915.12119
**Supplement:** Table S3 — GSEA results. Down-regulation corresponds to negative correlation and upregulation corresponds to positive correlation. Only gene sets with false discovery rates FDR < 0.25 are shown; bold is used when FDR < 0.05.

**Table S3. GSEA results.** Down-regulation corresponds to negative correlation and up-regulation corresponds to positive correlation. Only gene sets with false discovery rates FDR < 0.25 are shown; bold is used when FDR < 0.05.

# Supplementary material for: Polyphenols from olive mill waste affect biofilm formation and motility in Escherichia coli K-12
**Source:** Microb Biotechnol. 2014 Mar 15;7(3):265–75. doi: 10.1111/1751-7915.12119
**Supplement:** Table S4 — List of primers used for qPCR.

| Gene Symbol | Gene Name | Primer sequences (5’→3’) | Efficiency |
| --- | --- | --- | --- |
| *hcaT* | 3-phenylpropionic transporter | F: ATGCTGTTGATCTCGGCGATTTGC  R: ATTTGCACCACTATCAACCACGGC | 97.6% |
| *ompF* | outer membrane porin F | F: ACCTACGCCCAGTTTGTTGTCAGA  R: AAGTGGGCGCAACCTACTACTTCA | 98.3% |
| *uvrA* | uvrABC nucleotide excision repair subunit | F: TAAAGAGCGCAAAGGCGAACACAC  R: ACTCGGCAAGACGTTGGGTAAGAT | 91.4% |
| *fliS* | flagellar protein | F: ATGCAGGACAACAATCAGCAAGGC  R: TTCTTCGACTGCGGAGACATCGTT | 95.0% |
| *gadB* | glutamate decarboxylase | F: AATCTGCTGGCATAAATTCGCCCG  R: ACAGGCTTCAATCATGCGTTTCGG | 98.1% |
| *yqhD* | aldehyde reductase, NADPH-dependent | F: ACGCGAACAAATTCCTCACGATGC  R: GCTCAATACCGCCAAATTCCAGCA | 90.8% |
| *bhsA* | cell surface and signaling protein | F: TCCATGTCATTTGCCAGCTTTGCG  R: TGCTCTTCCAGCGATCCCAGATTT | 99.7% |

**Table S4. List of primers used for qPCR**

How the deposited data were processed for this re-analysis (not part of the article)

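Expression was measured in 9 cultures of *E. coli* K-12 at 3 time points with a 1-colour Agilent array, giving 27 arrays. Group C received LB broth, group E 20% ethanol and group P PEOVW at 1 mg per ml dissolved in 20% ethanol, each with 3 cultures. Samples were taken at once after the addition (t_1_, 0 min) and after 20 min (t_2_) and 40 min (t_3_). Groups, time points and replicates were taken from the sample labels and the methods.

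The authors scanned the arrays and deposited the output of Feature Extraction 9.5.1.1 (9.5.1 in the methods), in which each spot has an intensity on a linear scale, with the local background subtracted and low values replaced by the software. The authors also deposited a table of intensities that they had filtered and quantile normalized between arrays with limma in R 2.6.1. Set against the scanner output, these values are linear and rise with the background-subtracted intensity of the same spot on every array. The filter is not stated in the paper's text. An array held 15744 spots, among them 3791 negative controls and 459 other controls, of which 200 were spots of 10 spike-in probes.

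The values reported were computed in R 4.3.3 with limma 3.58.1. The background-subtracted intensities were put on the log2 scale and quantile normalized over the 27 arrays, as in the methods. Spots that Feature Extraction marked as outliers and control spots were left out, and saturated spots were kept. Spots of a probe were averaged. A probe entered the comparison of a time point where it was well above background on all 3 arrays of at least 1 of the groups at that time point, and the probes of a gene name that passed were averaged. Of the 9365 gene names, 4355 matched 1 of the 4651 genes in a table of the K-12 assembly ASM584v2, which was used only for names and for which genes are neighbours, and 4234 probes carry a K-12 locus tag. Where a gene was not well above background on any array of a group, the fold change is given as a lower bound against the lowest signal of the probes that were.

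Group P was compared with groups C and E pooled at each time point (3 arrays against 6) by linear models and moderated statistics of limma, with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and a minimum of 2-fold. Group E was compared with group C in the same way (3 against 3). Whether the effect of PEOVW changed between time points was tested on the difference between 2 time points within each of the 9 cultures. In place of the gene sets of the study, which were at hand in part only, 20 lists with 446 genes were tested with camera (correlation between genes 0.01), two-sided, with adjustment over the lists. They were flagellar synthesis, motor and chemotaxis, curli, fimbriae and exopolysaccharides, tryptophan biosynthesis and transport, polyamine transport, TCA cycle, glycolysis, anaerobic respiration, ribosomal proteins, sigma-32 heat shock, LexA (SOS) regulon, phage shock, Cpx and sigma-E envelope stress, MarA, SoxS and Rob regulon, OxyR regulon, aldehyde and electrophile response, phenolic-compound efflux, acid resistance (GadE, GadX), iron uptake (Fur regulon) and branched-chain amino acid biosynthesis. The 27 arrays were clustered by 1 minus the Pearson correlation with average linkage, and the tree was divided into 3 clusters. The signs of the fold changes were counted against Table 1, gene by gene. For the genes of Table S1, exact two-sided permutation tests were run over the 84 splits of 9 arrays into 3 and 6, whose smallest p is 0.0119. With 3 arrays against 3 there are 10 splits and the smallest p is 0.1.

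Genes are named by a rule. Every gene named in Table 1, Table S1 or the text of the results is named, as is every member of a reported list where needed. At each time point the 10 genes with the largest fold change are added, among those called in which all 3 arrays of group P lie beyond all 6 arrays of groups C and E on the same side and that are well above background in at least 1 group. The tests, the lists, the naming rule and the alternatives were set before the data were examined, and what was added later is named where its result is given. *potH* and *yddV* are on the array but did not pass the filter at t_1_.

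The alternatives were scaling to the 75th percentile of each array in place of quantile normalization, scaling to the spike-in probes, normexp background correction with an offset of 50, the authors' normalized values, no filter on dim probes, only probes well above background on every array, the brightest probe of a gene, single probes, K-12 genes only, SAM with all permutations at an FDR under 5%, no minimum fold, the replicate letter as a block, the slide as a block, a fit over all 27 arrays with the culture as a random block, group P against E or C alone, fry or an estimated correlation for the lists, another linkage or distance for the clusters, and each culture left out in turn. The arrays lay on 4 slides, each with all 3 groups over the time points together. Within a time point the slides were not balanced. At t_2_ group P shared its slides with group E only, and group C lay on the other slides.

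For arrays, depth is the signal over background. Over the 27 arrays the median share of spots well above background was 54.6%, and the median of the arrays' median signals was 15.4 intensity units. The number of arrays limits the precision. The median Pearson correlation across genes was 0.983 between replicate arrays and 0.921 over the other 324 pairs of arrays. The limma and SAM steps were tested on simulated data with 200 genes changed 4-fold, each gene varying independently of the others. For group P against C + E, limma recovered 87.0% of them at t_1_ among 4836 genes with 5 false calls, 95.5% at t_2_ among 4790 with 3 and 97.5% at t_3_ among 5170 with 2. SAM recovered 88.0%, 96.0% and 97.5% of them, with 9, 4 and 0 false calls. For group E against C, limma recovered 68.5% among 4843 genes with 4 false calls, 95.0% among 4790 with 2 and 92.5% among 5174 with 4. For the change of the effect, it recovered 71.5% among 4980 genes from t_1_ to t_2_ with 13 false calls and 90.0% among 5197 from t_2_ to t_3_ with 3. Camera was run on like data with 2 lists shifted 2-fold, and at each time point found 2 of 2 shifted lists and no other. Since the simulated genes varied independently, this cannot show how often camera calls lists whose genes vary together. The clustering was run on 6210 simulated probes, each shifted at random per cluster, with no outlying array. All 27 arrays fell in their cluster. The qPCR, motility and biofilm measurements were not analysed here, and no set test was run on the gene sets of the supplement.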

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

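The clustering without replicate A of group C at t_1_, the tests of its label by gene level and within t_1_, of the amount of its RNA and of 1 factor for all genes of an array, and the reading of the normalization test for each comparison apart were chosen only after the results were seen. Before normalization, the median signal of this array was 79.7 intensity units, while those of the other 5 arrays of groups C and E at t_1_ lay between 9.41 and 19.5. After quantile normalization the array still stood apart in a pair of genes of Table S1. Its log2 intensity of *ompF* was 14.22, against 13.14 to 13.52 on the other arrays, and that of *gadB* was 7.45, against 5.95 to 6.48. The 6 arrays of groups C and E at each of the 3 time points were tested in 9 measures for 1 array far from the others. Of these 27 tests 3 found one, all of them this array, where chance gives about 1 in 20 and measures of the same array are not independent. The negative-control spots argue against background left in the signal. Their median was 1.95 on this array and 1.50 to 3.83 on the other 26 arrays, a ratio to the highest of 0.510. The levels of genes argue against an array of group P under a wrong label. Over the 92 genes called in the same direction at the 3 time points without this culture, the mean log2 level in the direction of PEOVW, relative to the other arrays of groups C and E at t_1_, was 0.41 on this array. It was -0.07 to 0.08 on those arrays and 1.86 to 2.74 on the 9 of group P, and the lowest of the latter was 1.45 above this array. Over 236 genes that changed with time by at least 2-fold in each of the other cultures of groups C and E, the like mean was 0.15 on this array and 2.31 to 2.98 on their arrays of t_2_ and t_3_. The gap of 2.15 argues against an array of groups C or E at a later time point. The mean correlation across genes did not separate the groups, with 0.897 for groups C and E and 0.889 for group P at t_1_. An array of group E at t_1_ or of an outside sample cannot be told apart from the stated one, since the mean correlation with the other arrays of group C exceeded that with group E by only 0.00454 and these groups hardly differ. That it took a cluster of its own may account for the clusters over all arrays, since the other 26 all fell in their stated cluster once it was left out. Without this culture 200 genes were called at t_1_ in place of 131. A larger amount of labelled RNA that raises all spots alike is argued against, since the 75th percentile of the signal, 259 intensity units, was near the highest of the other 5 arrays, 258.8. Divided by the median it was 3.25 on this array and 7.73 to 14.6 on the other 26. What raised the dimmer spots stays open, and no biological explanation was tested for a single replicate.

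Tested within cultures, the effect of PEOVW differed between t_1_ and t_2_ in 647 genes and between t_2_ and t_3_ in 438. Of the 84 splits of the cultures into 3 and 6, only 1, the real one, gave as many genes in each comparison. Chance is argued against, at the smallest share that 84 splits allow (0.0119). The normexp correction gave 414 and 207 genes, and the spike-in scaling 459 and 2. The scaling of the arrays therefore stays open for the size of the second count. Most cultures have their arrays on more than 1 slide, and the slide was not tested for these differences. The time of exposure, which the design names, stays among the open explanations.

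The effect on the heat shock list rose by a median of 1.82 on the log2 scale from t_1_ to t_2_ (adjusted p = 1.08e-14, camera) and fell by 1.52 from t_2_ to t_3_ (adjusted p = 2.68e-17). With an estimated correlation between genes the adjusted p was 0.0310 and 0.0697. Among 10000 random lists of like signal, these medians were at percentile 100 and 0, which argues against a bias that follows the signal level. For the change relative to the other genes, normalization between arrays is argued against by the largest adjusted p over the 75th percentile, spike-in and normexp scalings, which was 8.08e-10 from t_1_ to t_2_ and 2.61e-12 from t_2_ to t_3_. Camera sets a list against the other genes and leaves open 1 factor for all genes of an array. With the spike-in scaling, the mean change of the list itself was tested by exact permutation. Adjusted over 5 lists and both comparisons, the exact p was 0.0595 and 0.278, so that such a factor cannot be told apart from a change of these genes. Before adjustment the exact p from t_1_ to t_2_ was 0.0119, the smallest that 84 splits allow, so a larger change could not have lowered it. The spike-in scaling gave medians of 2.46 and -2.18, where the median of all genes was 0.91 and -0.73. For glycolysis the medians were -0.59 (adjusted p = 0.0195) and 0.63 (adjusted p = 0.00311), at percentiles 0.49 and 98.5, and the largest adjusted p over the scalings was 0.0227 and 0.00102, which argues against the same explanations for the change relative to the other genes only. Its medians were 0.12 and -0.11 under the spike-in scaling, and so changed sign while staying below and above those of all genes. The exact p of its mean with that scaling was 1 in both comparisons after adjustment, so that for a fall and a rise of the list itself 1 factor for all genes of an array cannot be told apart. With an estimated correlation the adjusted p was 0.338 and 0.181. A response to heat-shock type stress that peaks at 20 min is a candidate explanation for the former list and is only a hypothesis. The slide was not tested here either and stays open for both lists.

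The effect on the ribosomal protein list rose by a median of 0.33 from t_1_ to t_2_ (adjusted p = 0.00187, camera) and 0.81 from t_2_ to t_3_ (adjusted p = 1.37e-11). The medians were at percentiles 99.02 and 100 of random lists of like signal, which argues against a bias that follows the signal level. For the change relative to the other genes, normalization between arrays from t_1_ to t_2_ cannot be told apart from a change of these genes, since the adjusted p reached 0.283 under the spike-in scaling, where the median was 1.22 against 0.91 for all genes. From t_2_ to t_3_ the largest adjusted p over the scalings was 7.90e-12, which argues against it for that relative change. The median there was 0.05 under the spike-in scaling, against -0.73 for all genes. The Cpx and sigma-E list changed by 0.31 (adjusted p = 0.00995) and -0.35 (adjusted p = 0.00534). A bias that follows the signal level may account for the first change, at percentile 94.05, and is argued against for the second, at percentile 0.15. Normalization cannot be told apart in either comparison of this list, with an adjusted p of up to 0.387 and 0.243 under the spike-in scaling. The branched-chain amino acid list changed by 1.28 (adjusted p = 0.00187) and -0.48 (adjusted p = 0.00601), at percentiles 99.99 and 0.42, both against a bias by signal level. Relative to the other genes, normalization is argued against from t_1_ to t_2_, with an adjusted p of at most 0.00719 over the scalings. It cannot be told apart from t_2_ to t_3_, where the adjusted p reached 0.0901 under the spike-in scaling. With an estimated correlation between genes, the 3 lists had adjusted p between 0.0660 and 0.404. A factor common to all genes of an array cannot be told apart for any of the 3 lists. With the spike-in scaling, the adjusted exact p of the mean change was 0.425 and 1 for the ribosomal list, 0.417 and 0.425 for the Cpx and sigma-E list and 0.0595 and 0.425 for the branched-chain list. For the branched-chain list from t_1_ to t_2_ the exact p before adjustment was 0.0119, the smallest that 84 splits allow. The medians of the 3 lists kept their sign under the 75th percentile, spike-in and normexp scalings. Exposure time stays open as well.

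Large changes were also found in genes that the paper does not name one by one, 18 values in 12 genes. Of these, *fliD* is a *fli* gene, and the paper gives these as inhibited as a group. At t_1_ the log2 fold change was 5.80 for *dkgA*, 4.67 for *ECs2139*, 4.56 for *marB*, 4.31 for *ECs3897* and *Z4367*, 4.25 for *yeeE*, 4.23 for *marA* and 4.11 for *marR*. At t_2_ it was 5.99 for *dkgA*, 5.54 for *yhcN*, 5.05 for *Z4367*, 4.99 for *c_5343*, 4.95 for *ECs3897*, 4.75 for *b4247* and -4.58 for *fliD*. At t_3_ it was 5.72 for *yhcN*, 5.14 for *dkgA* and -5.18 for *fliD*. Some control groups were not well above background, so that *b4247* and *c_5343* were at least 7.80-fold and 23.4-fold higher at t_2_ and *yhcN* at least 32.6-fold at t_3_. Ethanol is argued against, since the smallest change against group E alone was 3.75. The smallest with the slide as a block was 4.12, which argues against the slide, and all 18 values passed the thresholds in both fits. For *yeeE*, whose arrays varied most, the value at t_1_ was at least 3.53 with any 1 array left out, so that a single array is argued against. *ECs2139*, *ECs3897*, *Z4367* and *c_5343* are names of other strains. The probe of *ECs2139* may bind a transcript of the K-12 *mar* genes. Over the 27 arrays its deviations from the group means correlated most with those of *marB*, with a Pearson r of 0.870 (permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted 3e-05) and a Spearman rho of 0.73 (permutation p = 3e-05, adjusted 9e-05). With the 2 arrays farthest from the median left out, r was 0.804. For *marA* r was 0.667 (permutation p = 2.4e-04, adjusted 3.6e-04), rho was 0.50 (permutation p = 0.00881, adjusted 0.0132) and r without those arrays 0.479. For *marR* r was 0.245 (permutation p = 0.202, adjusted 0.202), rho was 0.17 (permutation p = 0.401, adjusted 0.401) and r without those arrays 0.358. Among 5240 genes these r were at percentiles 99.98, 98.1 and 70.1. Such binding cannot be told apart from a transcript of its own without the probe's alignment. The other probes from other strains were not tested in this way.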

How the results depend on the processing

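The fit with only the probes of K-12 locus tags, the clustering without replicate A of group C at t_1_ and the exact permutation test of each list were chosen only after the results were seen. For group P against C + E, 10 of 16 alternatives at t_1_ and 13 of 16 at t_2_ and at t_3_ gave a count within 1.5 times that reported (131, 1124 and 1191), leaving aside those without a replicate. The spike-in scaling gave 3219 genes (14 up and 3205 down), 2361 (267 up and 2094 down) and 1947 (31 up and 1916 down). The normexp correction gave 75 (65 up and 10 down), 555 (316 up and 239 down) and 524 (291 up and 233 down). Without the 2-fold minimum the counts were 212, 2575 and 3499, which follows from its construction. At t_1_ the count was also 56 with the slide as a block, 234 in a fit over all 27 arrays and 18 against group C alone, which has 3 arrays in place of 6. Against group E alone, also 3 arrays, it was 146. The 75th percentile scaling kept the counts (97, 1163 and 1201) but raised the share of upregulated genes from 53.3% to 68.2% at t_2_ (793 up and 370 down) and from 55.2% to 65.1% at t_3_ (782 up and 419 down). For the scalings, the slide and the fit over all arrays, the cause was not tested.

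Among the alternatives that stayed within 1.5 times, the authors' normalized values gave 128, 1094 and 1131 genes, SAM 148, 1148 and 1200, no filter on dim probes 89, 1215 and 1274, and probes well above background on every array 113, 873 and 958. Single probes gave 156, 1358 and 1429, K-12 genes only 105, 862 and 929, and K-12 probes only 109, 849 and 909. Leaving out 1 culture at a time gave 53 (without replicate C of group P) to 200 genes (without replicate A of group C) at t_1_, 1113 to 1183 at t_2_ and 1161 to 1269 at t_3_.

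For group E against C at t_1_, limma called 3 genes, 175 had an unadjusted p under 0.05, and SAM called 9. The count was 0 with the 75th percentile, spike-in and normexp scalings, the authors' normalized values, no filter on dim probes, probes well above background on every array, single probes, K-12 genes only, the replicate or the slide as a block and a fit over all 27 arrays, and 3 with the brightest probe and without the 2-fold minimum. The called genes have no K-12 name, so K-12 genes only could not call them, and for the others the cause was not tested. At t_2_ limma called 0 genes (366 at an unadjusted p under 0.05), the spike-in scaling 1 and SAM 1. At t_3_ limma called 0 (390 unadjusted) and SAM 0, while the spike-in scaling called 5150, all lower in group E. Without 1 culture the counts were 0 to 1, 0 to 1 and 0 to 2.

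The number of genes whose effect changed from t_1_ to t_2_ stayed within 1.5 times of 647 in 11 of 12 alternatives, and was 414 with the normexp correction. From t_2_ to t_3_ it stayed within 1.5 times of 438 in 9 of 12, and was 2 under the spike-in scaling, 207 with the normexp correction and 1111 without the 2-fold minimum. Without 1 culture the counts were 473 to 741 and 359 to 514. Apart from the 2-fold minimum, the cause was not tested.

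Of the 14 alternatives for the lists, 13 at each time point gave a count within 1.5 times of 6, 13 and 13, and fry gave 6, 17 and 19. With a correlation estimated from the arrays the counts were 2, 1 and 1. By construction this widens the test where the genes of a list vary together. All 6, 13 and 13 lists had an exact permutation p of their mean under 0.05, and 4, 13 and 13 had the smallest that 84 splits can give. Adjusted over the 20 lists, it was 0.0595 to 0.0794 for the 6 of t_1_, none of which passed, and 0.0140 and 0.0125 for those of t_2_ and t_3_. Over all 20 lists, called or not, 7, 17 and 19 had an unadjusted exact p under 0.05. At t_2_ and t_3_ this test therefore hardly set the called lists apart from the others. Without 1 culture 5 to 8, 12 to 13 and 12 to 13 lists were called. The sign of the list medians turned in 14, 5 and 9 of the 20 lists under the spike-in scaling, in 1, 5 and 1 under the 75th percentile scaling, in 1 at each time point with the normexp correction and in 6, 1 and 0 with the authors' normalized values.

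The clusters held 20 of 27 arrays where stated, and 7 of 8 alternatives stayed within 1.5 times. The range was 13, with no filter on dim probes, to 27, with the normexp correction and with probes well above background on every array. With no filter, probes that hold only background enter by construction. The signs of Table 1 and the number of calls in the genes of Table S1 kept within 1.5 times in all 12 alternatives, with 130 to 136 and 13 to 15. Without 1 culture they were 136 throughout and 12 to 14.

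The replicate letters are shared between groups. Of 27 pairs of arrays with the same letter and time point in different groups, 15 had a correlation of their deviations from the group means over 0.1, from -0.14 to 0.47 with a median of 0.12, so the letters were not taken to pair the cultures. With the replicate letter as a block the counts for group P were 118, 1128 and 1199, the changes of the effect 615 and 441, and the count for group E at t_1_ was 0. No call of a named gene changed under the block.

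For the log2 fold changes of the named genes, 5571 values kept their side of the thresholds over all alternatives, 82 no longer passed them, 67 newly passed them and 19 reversed. Of the 5571 values, 179 changed sign while called in neither setting, 44 of them with the spike-in scaling. The spike-in scaling accounts for 39 of those that newly passed, 23 of those that no longer passed and all 19 reversals. It shifts the median of all genes, as given with the data. The reversed values at t_1_ were -1.64 for *bssR*, -1.67 for *cheW*, -1.61 for *flhD*, -1.57 for *gadB*, -1.76 for *ompC*, -1.63 for *ompF*, -1.60 for *ompR*, -1.58 for *ompT*, -1.62 for *pspA*, -1.83 for *pspC*, -1.76 for *tap*, -1.63 for *trg* and -1.56 for *yhjH*. At t_2_ it was -1.09 for *bssR*. At t_3_ they were -0.33 for *cyoA*, -0.42 for *htpG*, -0.62 for *nsrR*, -0.36 for *sodA* and -0.28 for *uvrA*. Beyond this shift, the cause was not tested. The normexp correction took 18 values under the thresholds and none over them. Its offset of 50 intensity units, above the median signal of all arrays but 1, by construction draws the fold changes of dim probes toward 0. Signal over background thus limits what the dim genes can show, with a median of 54.6% of spots well above background per array.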

Differences from the paper's values

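Of the 126 fold changes of the paper that were compared, 17 differ. A value was taken to differ when its sign was another or its log2 fold change was off by more than the larger SD of the gene in group P or in groups C and E, in the reported setting. For *ompC* Table 1 of the paper gives 2.42 at t_2_ and 3.21 at t_3_, and the values here are -1.98 and -2.23. For *ompF* the paper's Table 1 gives 14.36 and 9.36, and the values are -15.9 and -10.4. For *prc* at t_2_ the paper gives 2.15 and the value is -2.11. All 21 alternatives set before the data were examined that give these values differ from the paper in the same way. For *ompT* at t_2_ the paper's value is -2.29 and the value here -1.94. It no longer differs with the authors' normalized values (-2.02), the brightest probe (-2.17), the slide as a block (-2.09), without replicate B of group C (-2.03) and against group E alone (-2.16), and does with the other 16.

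The highest fold change of *ibpAB* at t_2_ is 201 here, that of *ibpB*, and 31.54 in the paper's Table 1. It differs in all 21 alternatives. The lowest of *pspABCDEG* at t_3_ is 3.68 in the paper's and 1.33 here, that of *pspE*, and also differs in all 21. Of *flgLMNOPQR*, *flgL*, *flgM* and *flgN* were found by name on the array. Their smallest fold decrease at t_2_ is 4.58 here and 6.57 in the paper's Table 1. It does not differ with the 75th percentile scaling (4.79), the authors' normalized values (4.80), without replicate A (5.12) or C (4.95) of group P and against group C alone (4.85), and differs in the other 16. The lowest fold change of *flgLMNOPQR* at t_3_ is -7.36 in the paper's and -12.8 here, and only the normexp correction (-9.95) brings it within the paper's. The smallest fold decrease of *flgLMNOPQR* at t_3_ is 4.35 in the paper's and 9.42 here, and differs in all 21 alternatives.

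For *yqhD* at t_1_ the paper gives 64.4 in Table 1 and 64.45 in Table S1, and the fold change here is 93.3. It no longer differs with the normexp correction (72.9), the authors' normalized values (65.6) and without replicate A of group P (79.4), and does in the other 18 alternatives. At t_2_ the paper gives 171.6 in Table 1 and 171.64 in Table S1 for *yqhD*, and the value is 136. It no longer differs with the authors' normalized values (172), without replicate A (143) or B (146) of group P, without replicate B (143) or C (139) of group E and against group C alone (152), and does in the other 15. For *ompF* at t_1_ the paper's Table S1 gives -1.22 and the value is 1.12. It is negative and no longer differs with the authors' normalized values (-1.22) and without replicate A of group P (-1.01), and differs in the other 19. For *gadB* at t_1_ the paper's Table S1 gives -1.04 and the value is 1.03. It no longer differs with the normexp correction (-1.01), without replicate A of group P (-1.05), B of group C (-1.01) or B of group E (-1.04) and against group C alone (-1.11), and does in the other 16.

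The paper states that no gene differed between groups C and E. Here 3 did at t_1_ with limma and 0 at t_2_ and t_3_, where 366 and 390 genes had an unadjusted p under 0.05 and SAM called 1 and 0. At t_1_ the count was 0 with the 75th percentile, spike-in and normexp scalings, the authors' normalized values, no filter on dim probes, probes well above background on every array, single probes, K-12 genes only, the replicate or the slide as a block, a fit over all 27 arrays, and without any 1 of the cultures of groups C and E other than replicate B of group C. The paper describes 3 clusters of arrays, and 20 of the 27 arrays fell in them here, and all 27 with the normexp correction and with probes well above background on every array. It calls *yqhD* the most upregulated gene. At t_2_ the log2 fold change was 7.08 for *yqhD* and 7.65 for *ibpB*, and with the normexp correction 6.73 and 5.90.

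Of the 142 combinations of gene and time point in Table 1, which leave aside *pgaAD* at t_2_ with its values of both signs, 136 had its sign. A single value that Table 1 gives at t_3_ for *pgaAD* and for *uvrAB* was counted for both genes, and Table 1 does not say which gene it is for. Besides *ompF*, *ompC* and *prc*, the exception was *pgaD* at t_3_, with a log2 fold change of 0.56, while *pgaA* had the sign of the decrease in Table 1 (-1.20). *pgaD* was negative with the spike-in scaling (-0.87), without passing the thresholds. The text and Table S1 of the paper give *ompF* as repressed and the text *ompC* as repressed and *prc* as inhibited, which are the directions found here. *ompC* at t_2_ did not pass the 2-fold minimum, and did so with the 75th percentile (-1.01) and spike-in scalings (-1.99), the authors' normalized values (-1.34), the slide as a block (-1.08), against group E alone (-1.24), and without replicate A (-1.09) or B (-1.04) of group C, A of group E (-1.03) or C of group P (-1.25). *uvrB* did not pass the thresholds at t_2_ (log2 fold change 0.93), where Table 1 has both genes of *uvrAB* induced, except without replicate A of group P (1.06). At t_3_, where the value in Table 1 is a single one, *uvrA* passed (1.46) and *uvrB* did not (0.83). *pspE* at t_3_ (0.41) passed in no alternative. *bhsA* was called at t_1_ with a log2 fold change of 3.48, where Table 1 gives no value and Table S1 of the paper an increase too. It was not called at t_1_ with the 75th percentile or spike-in scaling, no filter on dim probes, the slide as a block, against group E or C alone, or without 1 of 7 of the cultures.

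The paper states that genes of tryptophan biosynthesis and transport were upregulated. The list had medians of 0.16, -0.49 and -0.64 at the 3 time points, and no setting called it as upregulated, while fry called it down at t_2_ and t_3_ and the fit with no filter on dim probes at t_3_. The ribosome is given as downregulated at t_2_. The median of the ribosomal protein list at t_2_ was -0.01 (adjusted p = 0.853, camera), and no alternative called it. The paper gives glycolysis as upregulated at t_3_, where the median of the list was -0.06 (adjusted p = 0.921), and no alternative called it. The ribosome and glycolysis are categories from the paper's functional annotation of its differentially expressed genes. Its gene sets were not tested here, and camera sets a whole list against the other genes. Of the 10 tryptophan genes listed, 7 were tested. Both sets and measures are thus unlike, and these values are no direct test of the paper's statements.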

Other observations

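The tests of the spike-in signal, of total mRNA and of the spread of the 3 genes called between groups E and C were chosen only after the results were seen. The 9 arrays of a time point were split into 3 and 6 in all 84 ways. At each of t_1_, t_2_ and t_3_ only 1, the real one, gave as many genes as were called between group P and group C + E. Chance is argued against for these counts, at the smallest share that 84 splits allow (0.0119). The highest count of another split was 17, 15 and 0. For the number of changed lists, 28, 15 and 10 of the 84 splits gave as many, so chance cannot be excluded for these numbers. For group E against C there are 10 splits, and a share under 0.05 cannot be reached. At t_1_ only 1 split gave 3 genes or more, and at t_2_ and t_3_, with 0 genes called by limma (366 and 390 at an unadjusted p under 0.05, and 1 and 0 by SAM), all 10 gave as many.

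The spike-in probes, which bind control RNA added to each sample, differed between arrays. Their mean log2 signal in group P was higher than in group C + E by 1.58 at t_1_ (exact permutation p = 0.0714, adjusted 0.214), 0.42 at t_2_ (exact p = 0.345, adjusted 0.345) and 1.20 at t_3_ (exact p = 0.262, adjusted 0.345), with 3 arrays against 6. Against group E alone the difference was 1.89, 0.16 and -0.05. Less total mRNA in PEOVW-treated cells would raise this signal and is a hypothesis that cannot be told apart from chance with these arrays. An uneven amount or labelling of the spike-in may also account for it. The signal of replicate arrays of the same group and time point ranged over 0.85 to 2.86, with a median of 1.35, so that differences as large as those between the groups occur without any treatment. Group E was higher than group C by 2.50 at t_3_ (exact p = 0.1, the smallest that 3 against 3 allow), with no PEOVW in either.

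The 3 genes called between groups E and C at t_1_, *Z2119*, *xisN* and *ECs0876*, were chosen after their values were seen. The spread of each between replicate arrays of the same group was at percentile 99.9, 99.0 and 98.3 of 5241 genes. Probes that vary between arrays of any group may therefore account for these calls, of which none remained with the authors' normalized values. An effect of the ethanol stays open.

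A pair of lists belongs to no statement of the paper. The phenolic-compound efflux list had a median log2 fold change of 0.26 at t_1_ over 13 of its 15 genes (adjusted p = 0.0674, camera), 0.64 at t_2_ (adjusted p = 0.00840) and 0.66 at t_3_ (adjusted p = 0.0202) over 14. The fold change was positive in 10, 11 and 12 of its genes. At t_1_ no gene passed the thresholds, and at t_2_ and t_3_ 6 were upregulated and 2 downregulated, over all genes and adjusted over the list alone. The branched-chain amino acid list (13 genes) had medians of -0.37 (adjusted p = 0.489), 0.69 (adjusted p = 0.0130) and 0.25 (adjusted p = 0.549), with 0, 4 and 3 genes upregulated and none downregulated, over all genes and adjusted over the list alone. The fold change was positive in 5, 11 and 8 of its genes. With an estimated correlation between genes neither list passed the threshold at t_2_ (adjusted p = 0.109 and 0.106). The medians of the efflux list with the spike-in scaling were -1.42, -0.04 and -0.81, and that of the branched-chain list at t_3_ was -1.39.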
